# ZNF143 mediates CTCF-bound promoter–enhancer loops required for murine hematopoietic stem and progenitor cell function

**DOI:** 10.1038/s41467-020-20282-1

**Published:** 2021-01-04

**Authors:** Qiling Zhou, Miao Yu, Roberto Tirado-Magallanes, Bin Li, Lingshi Kong, Mingrui Guo, Zi Hui Tan, Sanghoon Lee, Li Chai, Akihiko Numata, Touati Benoukraf, Melissa Jane Fullwood, Motomi Osato, Bing Ren, Daniel G. Tenen

**Keywords:** Gene regulation, Chromatin structure

## Abstract

CCCTC binding factor (CTCF) is an important factor in the maintenance of chromatin–chromatin interactions, yet the mechanism regulating its binding to chromatin is unknown. We demonstrate that zinc finger protein 143 (ZNF143) is a key regulator for CTCF-bound promoter–enhancer loops. In the murine genome, a large percentage of CTCF and ZNF143 DNA binding motifs are distributed 37 bp apart in the convergent orientation. Furthermore, deletion of ZNF143 leads to loss of CTCF binding on promoter and enhancer regions associated with gene expression changes. CTCF-bound promoter–enhancer loops are also disrupted after excision of ZNF143. ZNF143-CTCF-bound promoter–enhancer loops regulate gene expression patterns essential for maintenance of murine hematopoietic stem and progenitor cell integrity. Our data suggest a common feature of gene regulation is that ZNF143 is a critical factor for CTCF-bound promoter–enhancer loops.

## Abstract (web summary)

CTCF mediates DNA–DNA interactions by forming dimers that directly bind to both sides of the DNA. Here the authors reveal that a CTCF known associated zinc finger, ZNF143, mediates gene transcription through CTCF–DNA binding to maintain murine hematopoietic stem and progenitor cell integrity.

## Introduction

Gene transcription is commonly regulated by chromatin loops between promoters and regulatory elements such as enhancers and silencers^1–3^. Different transcription factors (TFs) bind to these regulatory elements to regulate promoter–enhancer loops in a cell-type-specific manner. Although they play an essential role in control of gene expression, how TFs contribute to promoter–enhancer loops is not well understood.

In addition to its essential role in maintaining Topologically Associating Domains (TADs)^4–9^, several lines of evidence suggest that CCCTC binding factor (CTCF) plays a critical role in promoter–enhancer loop regulation as well. First, down-regulation of CTCF by either targeted degradation or RNAi decreases the intensity of enhancer–promoter loops, consistent with high enrichment of CTCF motifs within promoter regions^4,5,7–10^. Second, detection of CTCF in protein complexes enriched on active promoters by ChIP-MS supports that CTCF is involved in enhancer–promoter loops^11^.

While it has been well-established that CTCF mediates DNA–DNA interactions by forming dimers that directly bind to both sides of the DNA^12,13^, the regulatory mechanism controlling CTCF–DNA binding remains unknown. One hypothesis is that other factors such as cohesin play roles to mediate CTCF–DNA binding. Although multiple studies indicate that CTCF and cohesin interact with each other to contribute to chromatin structure maintenance^6,14,15^, a recent crystallographic structural study demonstrated that a specific CTCF mutation abolished CTCF–cohesin interaction, and further affected cohesin localization on CTCF sites, whereas CTCF binding on its sites remained unchanged^16^. This study indicates that CTCF recruits cohesin to its binding site, but CTCF–cohesin interaction does not regulate CTCF–DNA binding. So, to date it is not known which factor(s), if any, mediate CTCF–DNA binding to regulate chromatin interactions and gene expression.

The zinc finger protein 143 (ZNF143/ZFP143), was first discovered as selenocysteine tRNA gene transcription activating factor (STAF) in *Xenopus laevis* functioning as a sequence specific transcriptional activator of both Pol II and Pol III^17,18^. Later on, studies reveal that as a co-activator, ZNF143 might be a key regulator in T lymphoblastic leukemia (TLL) through its association with Notch1^19,20^. Despite bioinformatic analysis suggesting that, similar to cohesin, ZNF143 co-localizes with CTCF^7,21,22^, and knocking down ZNF143 affects chromatin interaction at individual loci^22^, how CTCF and ZNF143 regulate the function of each other remains unknown. Building upon our previous work identify ZNF143 as an important regulator of *Cebpa* expression^23^, in this study, we used a hematopoietic model system to investigate whether ZNF143 mediates gene transcription through CTCF in a general manner.

## Results

### CTCF genome-wide DNA binding is dependent on ZNF143

Since ZNF143 and one of its family members, zinc finger protein 76 (ZNF76), share over 60% protein sequence identity and bind in vitro to the same DNA sequence^17,23^, whereas most commercial anti-ZNF143 antibodies recognize both ZNF143 and ZNF76 (data not shown), we first generated a specific anti-ZNF143 rabbit polyclonal antibody which only recognizes ZNF143, and not ZNF76, in both Western-blot and IP (Supplementary Fig. 1A, B). Then, we generated conditional *Znf143* knockout mice to cross with *Rosa26ERT2-cre* mice so that *Znf143* deletion can be induced by tamoxifen injection. After systematic time and dosage testing, a successful excision of *Znf143* in adult hematopoietic stem and progenitor cells (HSPCs) was confirmed at the level of both RNA and protein (Supplementary Fig. 1C–G).

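RNA-seq was performed on HSLAM cells, the LSK+ CD150+ CD48− hematopoietic stem cell population, from 3 *Znf143 f/f* and 3 *Znf143 −/−* mice treated with the middle dosage of tamoxifen (3.0 mg per 20 g body weight) for 10 days. The authors trimmed the paired-end reads with TrimGalore, aligned them to GRCm38 with STAR and counted fragments per gene with FeatureCounts. They deposited 1 table of 23116 genes that lists the FPKM of each library and the annotated length of each gene. Multiplying FPKM by gene length gave a multiple of 1 step size in each library, so that the fragments on each gene and the total used as FPKM divisor could be recovered. The recovered values were whole fragments in 99.986% of the 138696 gene and library values. Between 38643255 and 57895793 fragments per library lay on genes. In 5 libraries, fragments on genes and divisor differed by at most 0.21%. In the third *Znf143 −/−* library, the divisor was 48378188, which is the divisor of the second *Znf143 −/−* library, whereas 57895793 fragments lay on its genes, a ratio of 1.20. Differences between genotypes were tested with limma on log2(FPKM + 0.1) of the values as deposited, for the 19296 genes with a mean FPKM of at least 0.1 over the 6 libraries. The median log2 fold change of all tested genes (*Znf143 −/−* against *Znf143 f/f*) was 0.114 as deposited and 0.007 after the FPKM were rescaled by median-of-ratios size factors, a shift against which log2 fold changes are read. On a gene of 1 kb, 3 fragments were worth an FPKM of 0.0555 to 0.0777.

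**Figure D1:**
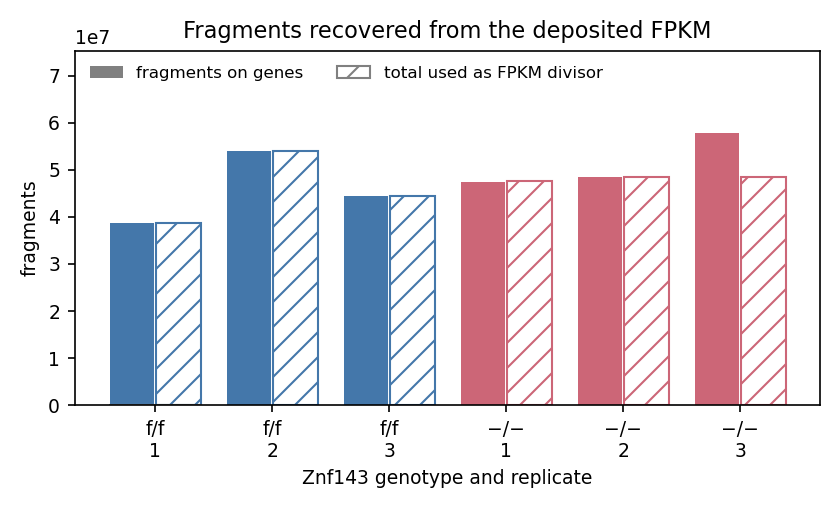
Fragments on genes (filled bars) and the total used as FPKM divisor (hatched bars), in each of the 6 libraries by *Znf143* genotype and replicate. Filled and hatched bars differ by more than 0.21% only in the third *Znf143 −/−* library, whose ratio is 1.20.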

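*Znf143* is listed under its mouse symbol Zfp143 (ENSMUSG00000061079.14) and lies on chromosome 7 of GRCm38 from 110061217 to 110095394. Its FPKM was 3.06, 4.03 and 3.64 in the *Znf143 f/f* libraries and 0.145, 0.303 and 0.326 in the *Znf143 −/−* libraries. The mean FPKM fell from 3.58 ± 0.487 (SD, n = 3) to 0.258 ± 0.0987 (SD, n = 3), which is 7.21% of the *Znf143 f/f* mean. These values rest on 412 to 760 fragments in the *Znf143 f/f* libraries and on 24 to 55 in the *Znf143 −/−* libraries. The log2 fold change was -3.39 (standard error 0.278, 95% confidence interval -4.02 to -2.77, adjusted p = 0.00045 from limma with Benjamini-Hochberg adjustment). The *Znf143 −/−* libraries all lay below the *Znf143 f/f* libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). A pseudocount of 1 moved the log2 fold change most, to -1.86. With each library left out in turn, it stayed between -3.54 and -3.14. The loxP sites flank exon 1, which the annotation places at 110061217 to 110061554 or at 110061710 to 110061775, depending on the transcript. The deposited values cover all exons of the gene together, so that fragments left in *Znf143 −/−* libraries cannot be assigned to an exon.

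**Figure D2:**
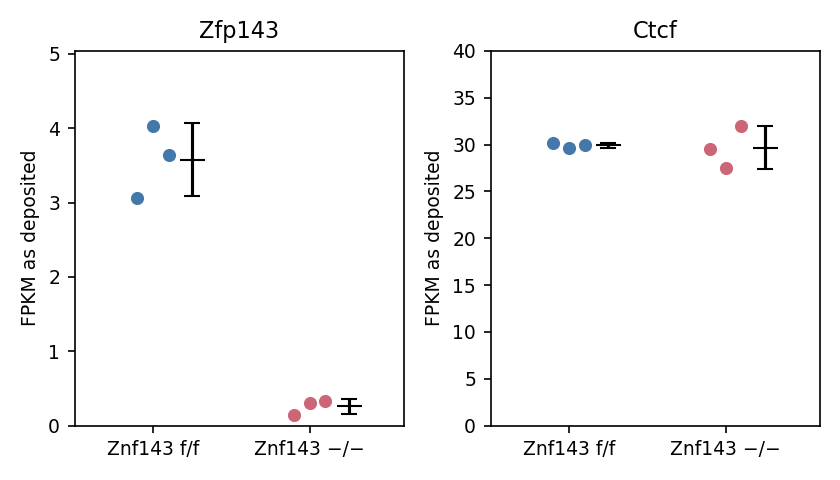
FPKM as deposited of *Zfp143* (left) and *Ctcf* (right) in each library (points), with the mean and SD of the 3 libraries per genotype (bars). *Zfp143* is at most 0.326 FPKM in the *Znf143 −/−* libraries, whereas the *Ctcf* values of both genotypes overlap as deposited.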

Under such conditions, we performed both ZNF143 and CTCF ChIP-seq in HSPCs. Surprisingly, we observed that, after *Znf143* depletion, dramatic loss of the CTCF ChIP-seq signal was detected in regions where both ZNF143 and CTCF were enriched in wild type cells, without affecting CTCF mRNA or protein levels (Fig. 1a, Supplementary Fig. 2A, B; Supplementary Data 1). In contrast, no significant changes in CTCF localization were detected in regions where CTCF bound alone (Fig. 1a, Supplementary Data 1). 

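In the RNA-seq data of HSLAM cells, *Ctcf* (ENSMUSG00000005698.15, chromosome 8 of GRCm38, 105636568 to 105682922) had an FPKM of 29.9 ± 0.275 (SD, n = 3) in *Znf143 f/f* and of 29.7 ± 2.27 (SD, n = 3) in *Znf143 −/−* libraries, from 5660 to 7789 fragments per library. The log2 fold change was -0.01 (standard error 0.138, adjusted p = 0.968 from limma). Its 95% confidence interval reached from -0.33 to 0.30, and changes within these bounds were not excluded with the deposited scaling. A two-sided exact permutation test of the FPKM gave p = 0.7. After rescaling by median-of-ratios size factors, the log2 fold change was -0.13 (standard error 0.0961, adjusted p = 0.468 from limma). Dividing the third *Znf143 −/−* library by its own recovered total, a step chosen after the data were seen, gave a *Znf143 −/−* mean of 27.9 ± 1.46 (SD, n = 3) and a log2 fold change of -0.10 (standard error 0.084). With this divisor, the *Znf143 −/−* libraries all lay below the *Znf143 f/f* libraries (two-sided exact permutation test, p = 0.1, the smallest that this design allows). Over all 16 alternatives, the adjusted p from limma lay between 0.468 and 0.991.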

Little is known regarding the regulation of CTCF loading onto chromatin by other factors, even though it is reported that ZNF143 and CTCF are both chromatin structure factors^7,21,22^. One possibility is that by forming a complex with CTCF, ZNF143 stabilizes the binding of CTCF on their co-binding regions. Indeed, reciprocal co-IP confirmed that ZNF143 and CTCF interacted with each other endogenously by immunoprecipitating either ZNF143 or CTCF (Fig. 1b). Furthermore, motif analysis using ZNF143 and CTCF ChIP-seq results from HSPCs found that ZNF143 and CTCF motifs were highly enriched within a 100 bp distance in the mouse genome (Supplementary Fig. 2C, Supplementary Data 2). In contrast, an equal distribution within ±2 kb regions was demonstrated with mutant ZNF143 motifs, which were randomly generated by Regulatory Sequence Analysis Tools (RSAT), a suite of bioinformatics tools to detect and analyze of *cis*-regulatory elements in genome sequences^24^ (Supplementary Fig. 2C). Surprisingly, deep analysis revealed that among 17,319 ZNF143 motifs located within 100 bp from CTCF motifs, 10,544 ZNF143 motifs (60.88%) were located 37 bp away from the nearest CTCF motifs (Fig. 1c, Supplementary Data 2). There is precedent for a TF being stabilized on its bound DNA by another factor bound nearby^25^, therefore the short distance between ZNF143 and CTCF binding motifs provided a hint about how ZNF143 regulated CTCF binding on their co-binding regions. Since it is known that the orientation of CTCF motifs is a key factor for chromatin loop formation^7,8,26,27^, we were wondering whether ZNF143 and CTCF motifs were oriented in a pattern. Four possible patterns exist between these two motifs as they are not palindromic: ZNF143 and CTCF motifs are 1) convergent on opposite strands (convergent); 2) divergent on opposite strands (divergent); 3) both on forward strand (F-F); 4) both on reverse strand (R-R). After analyzing 10,544 pairs of ZNF143 and CTCF motifs located 37 bp away from each other, we observed 99.9% (10,529) formed the convergent orientation (Fig. 1c, Supplementary Fig. 2C). With such a remarkably consistent pattern between ZNF143 and CTCF motifs across genome, we hypothesized that ZNF143 and CTCF work together genome-wide for loop formation and gene expression. On the other hand, we also queried whether CTCF facilitates ZNF143 binding. We observed higher enrichment of ZNF143 on ZNF143-CTCF shared sites compared to ZNF143-alone sites, suggesting that ZNF143 and CTCF regulate the binding of one another (Supplementary Fig. 2E). To further investigate which genomic regions ZNF143 and CTCF co-bound, ChIP-seq of ZNF143 and CTCF were further analyzed and a strong global correlation was detected, consistent with previous bioinformatic studies (Supplementary Fig. 2F–I)^21,22^. Since approximately 90% of ZNF143 and CTCF co-bound regions were on promoter/enhancer regions (Supplementary Figs. 2D, G), we wondered whether ZNF143 is involved in CTCF-mediated transcriptional regulation. Active promoter scanning analysis confirmed that both ZNF143 and CTCF were highly enriched on active promoter regions compared to inactive promoter regions (Fig. 1d), and that ZNF143 was significantly enriched on CTCF-bound enhancer regions (Fig. 1e), indicating the co-localization of ZNF143 and CTCF on both promoter and enhancer regions.

**Fig. 1:**
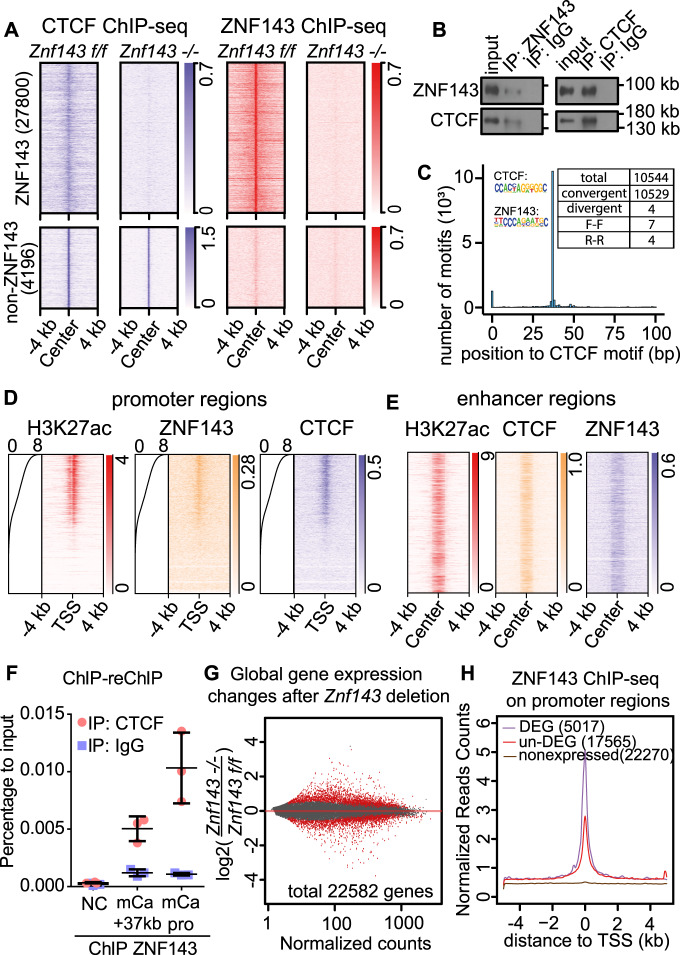
ZNF143 stabilizes CTCF binding on promoter and enhancer regions to regulate gene transcription. **a** Heatmaps of ZNF143 and CTCF ChIP-seq in ZNF143 wild type (*Znf143 f/f*) and ZNF143 knockout (*Znf143* −/−) murine HSPCs. **b** Reciprocal co-IP of ZNF143 and CTCF in murine HSPCs. Experiment is repeated independently for three times with similar results. **c** Histogram describing the distance between CTCF and ZNF143 motifs on the murine genome (mm10). The *X*-axis represents the relative distance between ZNF143 and CTCF motif, while the *Y*-axis represents the number of ZNF143 motifs in each bin. Each bin size is 1 bp. The table presents the number of ZNF143 motifs in the different orientation patterns to the nearest CTCF motifs within 10,544 ZNF143 motifs located 37 bp apart from the nearest CTCF motifs. **d** Heatmap of H3K27ac, ZNF143, and CTCF ChIP-seq in *Znf143 f/f* murine HSPCs within the regions ±4 kb from the transcription start site (TSS). Gene order is ranked by RNA expression from high to low in *Znf143 f/f* cells (heatmap from top to bottom). **e** Heatmap of H3K27ac, ZNF143, and CTCF ChIP-seq in *Znf143 f/f* murine HSPCs within ±4 kb from CTCF-bound enhancer regions. **f** ChIP-reChIP of ZNF143 and CTCF on a negative intergenic control region (NC), *Cebpa* promoter region (mCa pro), and *Cebpa* +37 kb enhancer region (mCa + 37 kb) in *Znf143 f/f* murine HSPCs. *Y*-axis: the mean ± SD from triplicate experiments. **g** MA plot demonstrating gene expression changes between *Znf143 f/f* and ZNF143 −/− murine HSCs. Red dots represent differentially expressed genes (*p* < 0.05). *n* = three biological replicates. *P*-value is determined by the Wald test. **h** The mean plot of ZNF143 ChIP-seq within ±4 kb TSS regions in *Znf143 f/f* murine HSPCs. Genes are divided into (1) differentially expressed genes (DEG), (2) non-differentially expressed genes (un-DEG), and 3) non-expressed genes (non-expressed) as defined in (**g**). HSPCs: c-kit+, lineage- cells; HSCs: LSK+ (lineage-, Sca-1+, c-kit+), CD150+, CD48- cells. ChIP-seq in panels (**a**), (**c**), (**d**), (**e**), and (**h**) was performed in two biological replicates. Result was shown in one replicate.

To address the limitation of ChIP-seq, whose resolution is modest and therefore apparent co-localization may not necessarily indicate close association or interaction, we performed ChIP–reChIP for further validation. Consistent with our hypothesis, enrichment on promoter and enhancer regions were detected in CTCF pull-down but not IgG control in the elute from ZNF143 ChIP (Fig. 1f). Together with our co-IP results (Fig. 1b), it demonstrated that ZNF143 and CTCF form a complex to bind to both promoter and enhancer regions. Furthermore, over 5,000 genes displayed significant expression changes after *Znf143* deletion, corresponding with high ZNF143 ChIP-seq signals detected on their promoter regions (Fig. 1g, h, Supplementary Data 3). 

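Of the 19296 genes tested in HSLAM cells with limma, 3692 had an unadjusted p under 0.05, the kind of threshold that the legend of Fig. 1g gives, where 965 would be expected by chance. These were 2516 genes with higher and 1176 with lower expression in *Znf143 −/−* libraries. After Benjamini-Hochberg adjustment, 833 genes passed 0.05, of which 529 were higher and 304 lower. Rescaling the FPKM by median-of-ratios size factors gave 4668 genes (2400 higher, 2268 lower) at the unadjusted threshold and 1157 genes (580 higher, 577 lower) at the adjusted one, which became 191 with the replicate number as a block (same-numbered libraries correlated by -0.11 after rescaling). The share of higher genes at the adjusted threshold was thus 63.5% as deposited and 50.1% after rescaling. With each library left out in turn, the adjusted count lay between 190 genes without the third *Znf143 −/−* library and 1476 genes without the first *Znf143 −/−* library. The authors' own comparison, made with the Wald test, lists 5170 genes with a p-value under 0.05 and 2839 with an adjusted p-value under 0.05. Of the 833 genes, 729 are among the latter, all with the same direction. For each of the 833 genes, the libraries of both genotypes did not overlap, which held for 25.1% of all tested genes and is expected for 10% by chance.
Among genes with a mean FPKM of at least 1, the 5 that rose and the 5 that fell most include *Mettl26* (chromosome 17, 25875074 to 25877169), a ZNF143 direct target, with an FPKM of 84.2 ± 5.44 (SD, n = 3) in *Znf143 f/f* and 5.30 ± 0.599 (SD, n = 3) in *Znf143 −/−* libraries, a log2 fold change of -3.97 (standard error 0.152, adjusted p = 1.73e-05 from limma). *Dntt* (chromosome 19, 41029275 to 41059525) rose from 0.208 ± 0.181 to 7.93 ± 1.47 (SD, n = 3 each), a log2 fold change of 4.95 (standard error 0.506, adjusted p = 0.00128 from limma). The other genes among the 5 that rose and the 5 that fell most were *Gm7240*, *Trnp1*, *Gm26306* and *Mir7224*, with log2 fold changes between 4.40 and 5.68, and *Mir28c*, *Mir146*, *Gm25283* and *Gm37490*, with log2 fold changes between -4.50 and -3.73. Of these, *Gm26306*, *Mir7224*, *Mir28c*, *Mir146* and *Gm25283* had at most 21 fragments in any library. *Mir28c*, *Mir146* and *Gm25283* had 0 fragments in all *Znf143 −/−* libraries, so that their log2 fold changes depend on the pseudocount. Measured against 3 fragments, they were at least 2.64-fold, 2.36-fold and 2.58-fold lower, taken from the *Znf143 f/f* means. Single *Znf143 f/f* libraries had as few as 3 fragments of *Mir146* and 1 of *Gm25283*, so that these bounds do not hold in each library. *Trnp1*, *Gm26306* and *Mir7224* had at most 1 fragment in *Znf143 f/f* libraries. Taken from the *Znf143 −/−* means as deposited, their rise was at least 73.2-fold, 4.24-fold and 2.08-fold. Single *Znf143 −/−* libraries had as few as 97, 7 and 4 fragments of these genes, so that these bounds do not hold in each library either. The paper states that the expression changes correspond with high ZNF143 ChIP-seq signals on promoters, which were not analysed here.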

Taken together, our results indicate that ZNF143 is a critical mediator for CTCF-involved gene transcription by regulating CTCF binding on promoter and enhancer regions.

### ZNF143 depletion affects CTCF-bound promoter–enhancer loop intensities while compartments and TADs remain unchanged

Next, we investigated whether CTCF-bound chromatin-chromatin interactions were disrupted after ZNF143 depletion by performing in situ HiC using *Znf143 f/f* and *Znf143 −/−* HSPCs. Within the 11,930 loops detected in *Znf143 f/f* cells at 5 kb resolution, 4017 loops significantly decreased in *Znf143 −/−* cells. Further annotation of these affected loops revealed that 38% of them mediated promoter–enhancer and 10.7% mediate promoter–promoter interaction, suggesting that the loss of ZNF143 mainly affected promoter–enhancer loops (Fig. 2a, b, Supplementary Data 4, 5). One alternative possibility is that the loss of ZNF143 affects the expression of some other chromatin structure factor, leading to indirect changes of promoter–enhancer loops. To exclude this possibility, after dividing loops into (1) differentially changed and (2) unchanged groups, CTCF motif scanning was performed on their anchors, followed by ZNF143 ChIP-seq analysis on regions ± 2 kb from these motifs (Supplementary Data 6). The results demonstrated that consistent with loop intensity changing, ZNF143 was highly enriched around these motif regions located on differential loop anchors, compared to anchors of unchanged loops (Fig. 2c, d). In line with these findings, we also detected significantly decreased CTCF binding on ZNF143-dependent loop anchors, suggesting that ZNF143 directly participated in the maintenance of CTCF-involved promoter–enhancer loops (Fig. 2e, Supplementary Fig. 3A, B).

**Fig. 2:**
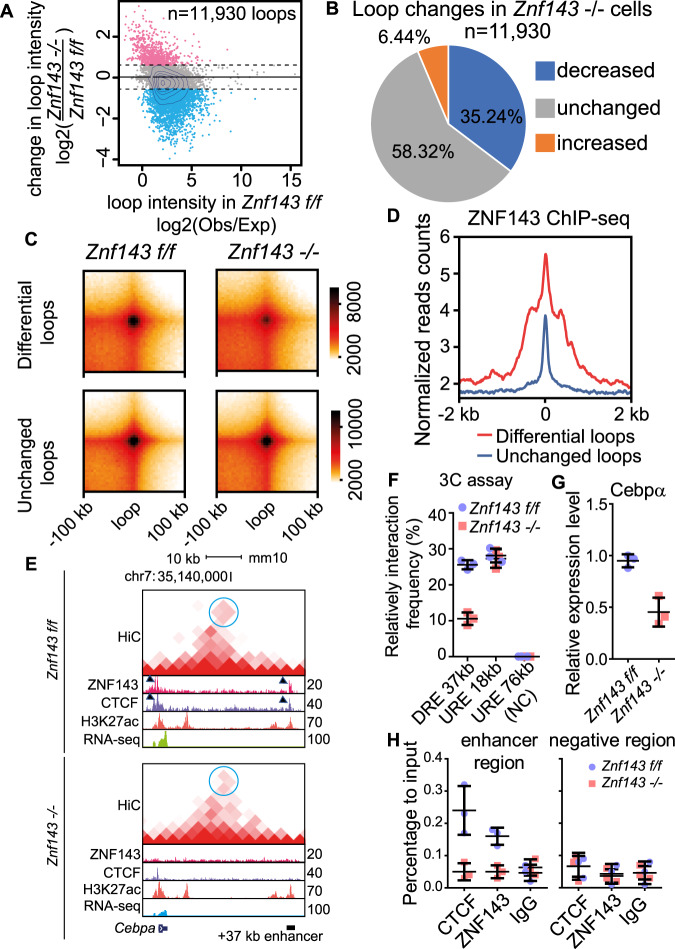
Promoter–enhancer loops are maintained by ZNF143. **a** Density plot describes individual intensity change of loops detected in *Znf143 f/f* murine HSPCs (LSK+) after deletion of *Znf143*. Red dots present loops with increased intensity (1.5-fold threshold, 768 loops), while blue dots present loops with decreased intensity (-1.5-fold threshold, 4204 loops). **b** Pie chart describes a statistical summary of loop changes using the same categories described in (**a**). **c** Aggregate peak analysis for intensity of differential loops. Loops divided into different groups as described in (**a**) are aggregated at the center of a 100 kb window in 5 kb resolution. **d** Mean plot of ZNF143 ChIP-seq within ±2 kb from CTCF motifs on loop anchors. Loops are divided into different groups as described in (**a**). *n* = two biological replicates. **e** UCSC genome browser shot presents HiC interaction frequencies, ChIP-seq profiles of ZNF143, CTCF, and H3K27ac, and RNA expression on *Cebpa* locus in both *Znf143 f/f* and *Znf143 −/−* murine HSPCs. The balanced HiC two-dimensional contact matrix is plotted on top. The color intensity presents interaction frequency, while blue circles indicate the *Cebpa* 37 kb enhancer–promoter loop. ZNF143 and CTCF binding profile are presented below, while H3K27ac histone mark indicates an active chromatin status. Dark triangles indicate ZNF143 and CTCF peaks located on loop anchors. The maximum *Y*-axis value of ChIP-seq signal is set as indicated. **f** The interaction frequencies between the *Cebpa* promoter and the *Cebpa* +37 kb enhancer (“DRE 37 kb”) or with a non-related control region located 18 kb upstream from the *Cebpa* promoter (“URE 18 kb”) were examined by 3 C qPCR in both *Znf143 f/f* and *Znf143* −/− murine HSPCs. The 76 kb upstream region from the *Cebpa* promoter (URE 76 kb) is presented as a negative control region (NC). **g** Dot plot describes relative *Cebpa* mRNA levels in *Znf143 f/f* and *Znf143* −/− murine HSCs (LSK+, CD150+, CD48−) normalized to *β-actin*. **h** ChIP-qPCR of ZNF143 and CTCF on the *Cebpa* +37 kb enhancer region or intergenic negative control region. All dot plots are presented in mean ± SD from three biological replicates experiment.

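*Cebpa* (ENSMUSG00000034957.10) lies on chromosome 7 of GRCm38 from 35119293 to 35121928 and is among the ZNF143 direct targets of Supplementary Data 8. In the RNA-seq data, its FPKM was 1.77, 1.50 and 1.50 in *Znf143 f/f* libraries and 0.972, 0.886 and 1.20 in *Znf143 −/−* libraries. These are means of 1.59 ± 0.154 and 1.02 ± 0.162 (SD, n = 3 each), from 113 to 214 fragments per library. The difference was larger than the spread between libraries, with no overlap of the genotypes (two-sided exact permutation test, p = 0.1, the smallest that this design allows). The log2 fold change was -0.60 (standard error 0.219, 95% confidence interval -1.10 to -0.11). With limma, the unadjusted p was 0.0226 and the adjusted p 0.178. Rescaling by median-of-ratios size factors gave a log2 fold change of -0.71 with an adjusted p of 0.0464 from limma, the only 1 of 16 alternatives in which *Cebpa* passed the adjusted threshold. Over these alternatives, the adjusted p lay between 0.0464 and 0.481 and the log2 fold change between -0.72 and -0.36. The authors' own comparison, made with the Wald test, lists *Cebpa* with a log2 fold change of -0.681 and an adjusted p-value of 0.005. That comparison does not depend on the FPKM divisors.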

Since our previous study revealed that ZNF143 is important for *Cebpa* regulation^23^, and that ZNF143 and CTCF were detected on both the *Cebpa* promoter and a previously reported +37 kb enhancer region (DRE 37 kb region) (Fig. 1f), the *Cebpa* locus was selected for further validation. By performing chromosome conformation capture (3 C), we confirmed the decrease of interaction frequency between the *Cebpa* promoter and the 37 kb *Cebpa* enhancer after deletion of ZNF143 (Fig. 2f). In agreement with the loop change, significant down-regulation of *Cebpa* mRNA levels and decreases of ZNF143 and CTCF enrichment on both the *Cebpa* promoter and enhancer were detected (Fig. 2g, h), indicating that loss of ZNF143 affected CTCF binding on both the *Cebpa* promoter and enhancer, leading to down-regulation of *Cebpa* expression by decreasing loop frequency. Taken together with our other results, we conclude that ZNF143 mediates CTCF binding on chromatin to regulate promoter–enhancer loops, thus mediating gene transcription.

Since the majority of ZNF143 binding occurred in promoter regions (Supplementary Fig. 2D, F, G), we asked whether ZNF143 was only involved in CTCF-bound promoter–enhancer loops, but not large-scale chromatin structures such as compartmentalization and TAD formation. Indeed, we did not observe significant changes in compartmentalization (Fig. 3a, Supplementary Fig. 4A). Moreover, genome-wide contact-probability scanning revealed no difference between *Znf143 f/f* and *Znf143 −/−* HSPCs (Fig. 3b). We conclude that loss of ZNF143 does not affect the global distribution of active and inactive chromatin. Next, we zoomed in to analyze TAD formation. TADs are detected with a pair of strong boundaries, or insulation scores, and typically span a distance from approximately 100 kb to 1 Mb in murine and human genomes. They are characterized by the feature that two loci within the same TAD interact with each other more frequently than two loci in different TADs^4,5^. Using the bioinformatic tool Arrowhead to define TADs^7^, we detected 3,086 TADs in *Znf143 f/f* HSPCs and 3,114 TADs in *Znf143 −/−* (Supplementary Fig. 4B, Supplementary Data 7), indicating that loss of ZNF143 did not affect TAD numbers. Furthermore, no significant changes in TADs were detected globally (Fig. 3c, Supplementary Fig. 4C). Insulation score analysis was also performed to double confirm no change in TADs formation (Fig. 3d)^28^. In line with that observation, 2,331 CTCF-alone peaks and less than 400 CTCF-ZNF143 shared peaks were detected on TAD boundaries (Supplementary Fig. 4D), indicating that ZNF143 is a novel factor mediating CTCF-bound loops but not TADs.

**Fig. 3:**
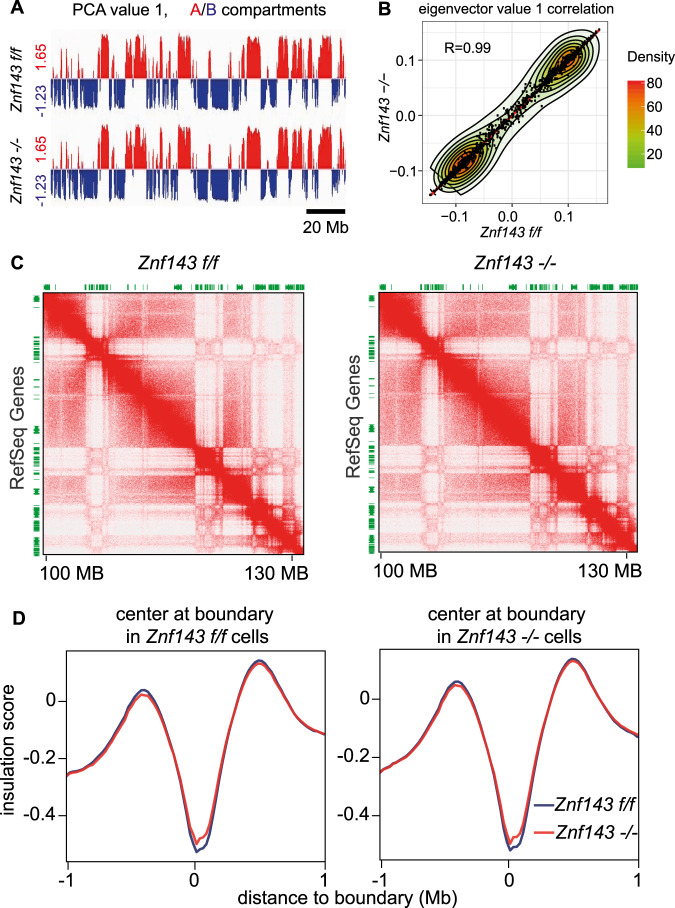
Chromosome compartments and TADs mainly remain unchanged after Znf143 deletion. **a** PCA analysis for the first principle component representing compartment A and B on chr1 at 50 kb resolution. **b** Density plot describes global correlation between the eigenvector value from wild type (*Znf143 f/f*) and *Znf143* depleted (*Znf143 −/−*) LSKs at 1 Mb resolution. The *X*-axis represents the eigenvector value in *Znf143 f/f* cells on each genome locus, while the *Y*-axis the value in *Znf143 −/−* cells in the same locus. **c** Comparison of TADs in wild type (*Znf143 f/f*) and *Znf143* knockout (*Znf143 −/−*) cells. A snapshot of balanced contact matrices on chr1:100–130 Mb. **d** Mean plot describes genome-wide insulation score around TADs boundaries. The *X*-axis represents the genome distance to the TADs boundaries, while the *Y*-axis the insulation score. The 0 position on the *X*-axis in the left panel indicates TAD boundaries in *Znf143 f/f* cells, while in the right panel TAD boundaries in *Znf143* −/− cells.

### ZNF143 is essential for hematopoietic stem and progenitor cells integrity

Considering the genome-wide regulation of CTCF-bound promoter–enhancer loops and gene expression, we were interested in assessing the biological effects of loss of *Znf143*, using the hematopoietic system as a model. As we observed a reduction in HSPC populations at a late time point after the deletion of *Znf143* (Supplementary Fig. 1D), we next performed systematic analysis to examine the biological effects of loss of *Znf143* in hematopoiesis. The *Vav1-iCre* mouse model is widely used for studies of hematopoiesis in the embryonic stage as it starts expressing at E9.5 and is greatly enhanced at E12.5 in hematopoietic cells^29^. We crossed *Znf143 flox/flox* mice with *Vav1-iCre* mice to investigate the phenotype in hematopoiesis during embryonic development. In line with much paler embryos at E14.5, smaller and paler *Znf143 −/−* fetal livers were observed, consistent with a significant decrease in cell counts from whole fetal livers (Fig. 4a, b). Furthermore, no *Znf143 −/−* mice were found among 65 viable progenies (Supplementary Fig. 5A), indicating that loss of *Znf143* induced a severe embryonic anemia and lethality. Next, the role of ZNF143 in adult hematopoiesis was examined by crossing *Znf143 flox/flox* mice with *Mx1-Cre* mice for inducible deletion through poly I:C injection, and reduction of ZNF143 protein was detected in HSPCs 8 days after the first poly I:C injection (Supplementary Fig. 1G). After inducible deletion of *Znf143*, detection of a significant reduction in white blood cell counts indicated its critical role in adult hematopoiesis (Supplementary Fig. 5B). To systematically investigate which subpopulations were affected by the loss of ZNF143, multiple stem cell and progenitor cell populations were profiled after *Znf143* excision using both fetal liver cells and total bone marrow cells (BMCs). Consistent results obtained using both embryonic and adult hematopoietic cells demonstrated that long-term hematopoietic stem cells (LT-HSCs), short-term hematopoietic stem cells (ST-HSCs), multi-potent progenitor cells (MPPs), common myeloid progenitor cells (CMPs), granulocyte progenitor cells (GMPs), and megakaryocyte-erythroid progenitor cells (MEPs) were all dramatically reduced after *Znf143* excision (Fig. 4c, d, Supplementary Fig. 5C, D), suggesting the key role of ZNF143 in the maintenance of the integrity of HSPCs. To exclude the potential hematopoietic cell-extrinsic effects of loss of *Znf143*, competitive transplantation was performed using adult bone marrow cells from *Znf143 f/f, Mx1-Cre* + or *Znf143 f/f* mice. After detection of successful engraftment, *Znf143* excision was induced by poly I:C injection, followed by analysis of peripheral blood (PB) chimerism over 4 months. In agreement with the results obtained with fetal liver cell transplantation (Supplementary Figs. 5E, F, 6), continuous reduction of engraftment was observed after deletion of *Znf143*, whereas wild type cells succeeded in reconstituting the hematopoietic system over 4 months (Fig. 4e, f). These results indicated that ZNF143 is a key cell-intrinsic factor maintaining HSPC integrity.

**Fig. 4:**
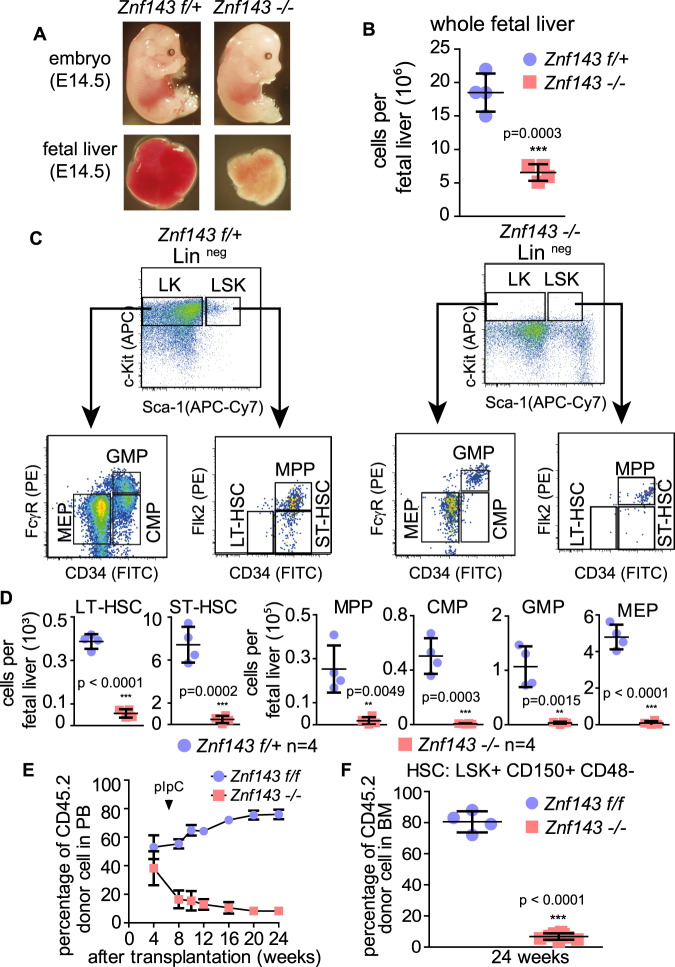
ZNF143 is essential for maintenance of HSPC integrity. **a** Image of embryos and fetal livers of *Znf143 f/+* and *Znf143* conditional knockout (*Znf143* −/−) mice at embryonic day 14.5 (E-14.5). The floxed *Znf143* allele was deleted specifically in hematopoietic cells by crossing with *Vav1-iCre* mice. **b** Dot plot describes absolute numbers of nucleated cells in *Znf143 f/+* and *Znf143 −/−* fetal liver at E-14.5 (*n* = 4 in each group). Values are presented as mean ± SD. **c** Dot plot of flow cytometry analysis of different HSPC populations in *Znf143 f/+* and *Znf143 −/−* fetal liver cells at E-14.5. The upper left panel demonstrates the LSK cells (Lin- c-Kit+ Sca-1+) or LK cells (Lin- c-Kit+) which were further analyzed in the lower-left panel. **d** Absolute numbers of HSPCs as defined in (**c**), including LT-HSC (LSK CD34− Flk2−), ST-HSC (LSK CD34+Flk2−), MPP (LSK CD34+Flk2+), CMP (LK CD34+FcγR−), GMP (LK CD34+FcγR+), and MEP (LK CD34− FcγR−), comparing fetal liver cells from *Znf143 f/+* with *Znf143 −/−* embryos. Data were obtained from four pairs of littermates. Values are presented as mean ± SD. **e** Donor chimerism in peripheral blood (PB) for 24 weeks after transplantation with *Znf143 f/f* or *Znf143 f/f, Mx1-Cre*+ whole bone marrow cells after removal of red blood cells. *Znf143* was deleted by pIpC injection for three consecutive days 2 weeks after transplantation. Donor chimerism was monitored by measuring the percentage of CD45.2 positive cells in the peripheral blood at the indicated time points. *Znf143 f/f*: *n* = 4, *Znf143 −/−*: *n* = 8. Values are presented as mean ± SD. **f** Dot plot demonstrating the donor chimerism of HSCs (CD150+CD48– LSK+) in bone marrow (BM) 24 weeks after transplantation. Each dot represents the percentage of CD45.2 positive HSCs in one recipient mouse. *Znf143 f/f*: *n* = 4, *Znf143 −/−*: *n* = 8. Values are presented as mean ± SD. *P* values in (**b**), (**d**), and (**f**) are determined by the two tailed unpaired *t* test (*p < 0.05, **p < 0.01, ***p < 0.001).

### ZNF143-CTCF loops regulate pathways critical for hematopoiesis

Finally, we sought to identify the genes and pathways regulated by ZNF143-CTCF loops contributing to the murine phenotype. By integrating gene expression and ZNF143 localization on promoter regions, we narrowed the number of high-confidence ZNF143 direct target genes down to 1467 (Supplementary Data 8). We observed higher global expression levels among these ZNF143 direct targets compared to all other genes, and these ZNF143 targets were also significantly downregulated after deletion of *Znf143* (Fig. 5a). 

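Of the 1467 direct targets listed in Supplementary Data 8, 1419 were found among the 23116 genes of the RNA-seq table by their current or older symbols, which left 21697 other genes and 48 unmatched symbols. The mean *Znf143 f/f* FPKM of each gene, as log2(FPKM + 0.01), had a median of 2.90 (interquartile range 1.24 to 4.54) in direct targets and of 0.16 (-2.55 to 2.71) in other genes. The difference of medians was 2.73 (two-sided Mann-Whitney test across genes, n = 1419 and n = 21697 genes, p = 3.45e-178), where genes are not independent replicates. Among genes with a mean FPKM of at least 0.1, the difference of medians was 1.89, the lowest of the alternatives. In single libraries, it lay between 2.64 and 2.77 in *Znf143 f/f* and between 2.38 and 2.63 in *Znf143 −/−* HSLAM cells.
The median log2 fold change was -0.022 in the 1380 tested direct targets and 0.124 in the other tested genes, a difference of -0.146 (adjusted p = 7.88e-06 over 4 gene sets from limma's camera, two-sided, with an inter-gene correlation of 0.01, and 3.09e-06 before adjustment). As deposited, 52.8% of the targets were lower in *Znf143 −/−* libraries. Rescaling by median-of-ratios size factors moved both medians, to -0.133 in targets and 0.018 in other genes, and 64.5% of targets were then lower. With each library left out in turn, the difference stayed between -0.155 and -0.131, whereas the median of the targets itself lay between -0.125 and 0.065 and was above 0 in 4 of these 6 fits. With the inter-gene correlation estimated from the data instead, camera's p was 0.476. Set against other genes of matched mean expression, the targets were shifted by a median of -0.155, and 0.0% of 10000 random matched sets were as low (two-sided permutation test with 10000 draws, p = 0.0001, the smallest they can give). Of the 304 genes that were lower at an adjusted p under 0.05, 115 (37.8%) were direct targets, against 23 of the 529 genes (4.3%) that were higher and 7.2% of all tested genes. From gene expression and ZNF143 localization on promoters, the paper narrows down the genes that it calls direct targets.

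**Figure D3:**
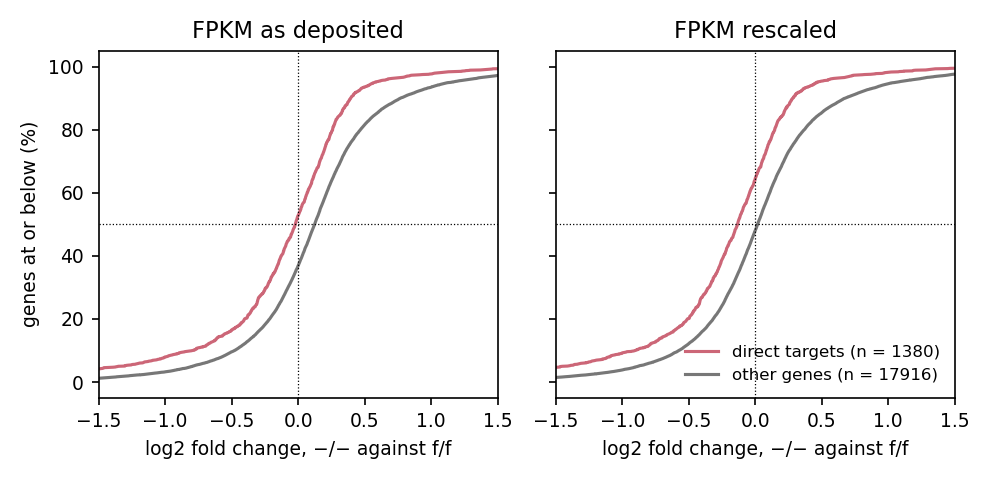
Cumulative distribution of log2 fold changes (*Znf143 −/−* against *Znf143 f/f*) of 1380 direct targets and 17916 other genes, from FPKM as deposited (left) and rescaled by median-of-ratios size factors (right). The curve of the targets lies to the left of the other genes in both panels, with medians of -0.022 and 0.124 on the left and -0.133 and 0.018 on the right.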

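In a principal component analysis of the 500 genes with the most variable log2(FPKM + 0.1), the first component held 48.4% of the variance, the second 23.9% and the third 18.2%. The *Znf143 f/f* libraries had first component scores of -34.0, -6.6 and -29.8, and the *Znf143 −/−* libraries of 20.5, 24.7 and 25.1. The genotypes were thus apart on this component (two-sided exact permutation test of the scores, p = 0.1, the smallest that 3 libraries against 3 allow). The difference between genotypes made up 88.0% of the variance of the first component. The second component set the second *Znf143 f/f* library, with a score of 38.8, against the other libraries, with scores of -12.7 to -4.0. Adding 1 instead of 0.1 to the FPKM raised the share of the first component to 61.2%. Without the second *Znf143 f/f* library, its share was 64.8%. Hierarchical clustering of the same genes on Euclidean distances, with average or complete linkage, put the 3 *Znf143 f/f* libraries into 1 cluster and the 3 *Znf143 −/−* libraries into the other, as deposited and after rescaling.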

Principal component analysis (PCA) indicated different clustering between wild type and *Znf143* deleted cells (Supplementary Fig. 7A, B). Furthermore, multiple pathways (such as ribosomal pathways, metabolism-related pathways, and hematopoietic stem cell-related pathways) and genes critical for hematopoiesis (RUNX1 and Gata2, among others) were downregulated after the loss of *Znf143* (Fig. 5b, Supplementary Fig. 7C–E). These genes were reported as key regulators of hematopoietic stem cells, and mutations of these genes and disorders of these pathways are commonly observed in bone marrow failure, a disease syndrome defined as a drastic decline in the ability of bone marrow to produce mature blood^30,31^. 

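For the pathways, lists of genes written down before the expression values were examined were set against all other tested genes. These lists are not the gene sets of the paper's GSEA. The median log2 fold change of 82 ribosomal protein genes was -0.15 against 0.115 in other genes, a difference of -0.265 (adjusted p = 8.09e-06 over 4 gene sets from limma's camera, and 6.07e-06 before adjustment), and 70 of the 82 were lower in *Znf143 −/−* libraries. The difference became -0.041 without the second *Znf143 f/f* library and -0.105 without the second *Znf143 −/−* library, where camera's p was 0.623 and 0.0797. Of 22 cholesterol biosynthesis genes, 18 were lower, with a difference of -0.454 (adjusted p = 7.88e-06 from limma's camera, and 3.94e-06 before adjustment) that stayed between -0.528 and -0.446 with each library left out. Of 19 glycolysis genes, 4 were lower, and the difference was 0.117, toward higher expression in *Znf143 −/−* libraries (adjusted p = 0.245 from limma's camera). In the glycolysis list, *Aldoc* passed an adjusted p of 0.05 over all genes and was lower. With the inter-gene correlation estimated from the data, camera's p was 0.508, 0.238 and 0.709 for the ribosomal, cholesterol and glycolysis lists.
*Runx1* (chromosome 16 of GRCm38, 92601466 to 92826149) had an FPKM of 8.30 ± 0.747 (SD, n = 3) in *Znf143 f/f* and 6.70 ± 1.12 (SD, n = 3) in *Znf143 −/−* libraries, a log2 fold change of -0.31 (standard error 0.181, adjusted p = 0.389 from limma). After rescaling, it was -0.43 (adjusted p = 0.0399), with a range of adjusted p from 0.0399 to 0.725 over the alternatives. *Gata2* (chromosome 6, 88193891 to 88207032) had an FPKM of 44 ± 3.95 (SD, n = 3) and 39.7 ± 4.41 (SD, n = 3), a log2 fold change of -0.15 (standard error 0.151, adjusted p = 0.632 from limma), and passed the adjusted threshold in none of 16 alternatives, with adjusted p from 0.109 to 0.87. As deposited, the libraries of both genotypes overlapped in either gene (two-sided exact permutation test of the FPKM, p = 0.2 for both). With the third *Znf143 −/−* library divided by its own recovered total, the *Znf143 −/−* mean was 6.26 ± 0.476 for *Runx1* and 37.2 ± 0.429 for *Gata2* (SD, n = 3 each). The *Znf143 −/−* libraries then all lay below the *Znf143 f/f* libraries in both genes (two-sided exact permutation test, p = 0.1, the smallest that this design allows). The paper states that these pathways and genes were downregulated after the loss of *Znf143*.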

Consistent with the observation of dramatic disappearance of mature blood cells after excision of *Znf143* (Fig. 4a, b, Supplementary Fig. 5B), our data suggested that ZNF143 maintained HSPCs integrity by regulating key genes and pathways. Furthermore, after integrating global loops and CTCF binding, we confirmed a significant reduction of CTCF binding on the promoter–enhancer loop anchors on ZNF143 regulated genes, consistent with decreased loop intensities (Fig. 5c, d, Supplementary Fig. 7F). Together, these results indicate that ZNF143-CTCF-mediated promoter–enhancer loops play important roles to regulate key genes and pathways essential for the maintenance of HSPC integrity.

**Fig. 5:**
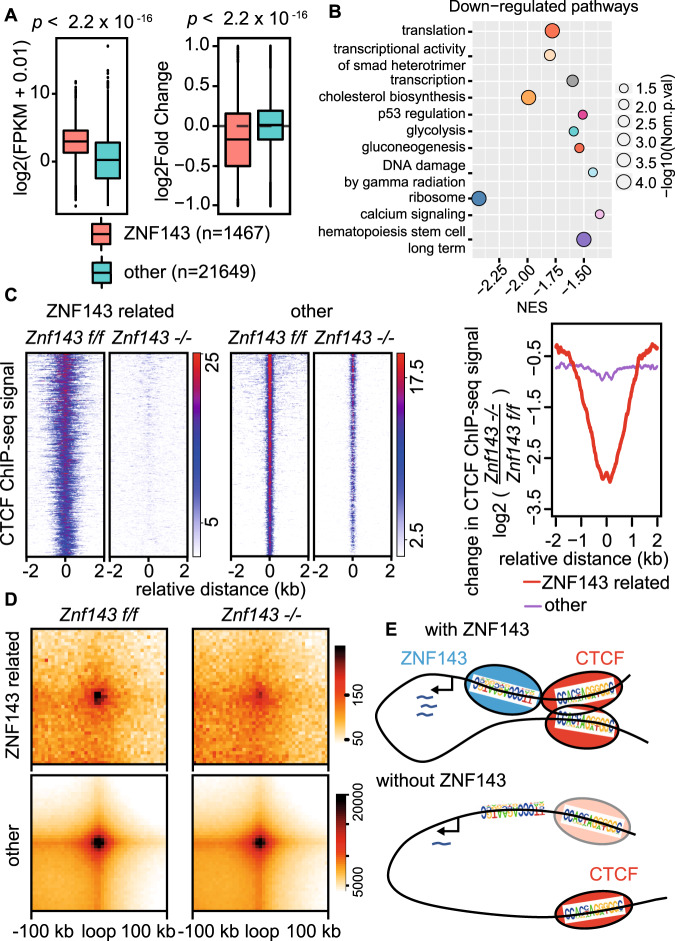
ZNF143-CTCF-bound loops regulate key genes and pathways contributing to the stem cell phenotype. **a** Left panel, box plot describes log2 fragment per kb per million (FPKM) of genes *in Znf143 f/f* HSCs that are 1) highly enriched of ZNF143 on their promoters (ZNF143, 1467 genes) or 2) not associated with high ZNF143 enrichment (other, 21,649 genes). Right panel, log2 fold change in expression of genes grouped as in left panel. *P* values determined by the two-sided Mann Whitney Wilcoxon Test. *n* = three biological replicates. Boxplot represents median and the 25^th^ and 75^th^ percentiles of the distribution. The upper and lower whisker represents data no further than 1.5 times the IQR from 25th or 75th percentiles. **b** Bubble plot describes downregulated pathways after *Znf143* excision discovered by Gene Set Enrichment Analysis (GSEA). The *X*-axis represents normalized enrichment score (NES), while bubble size represents normalized *p*-value (transformed into -log10 format). *P*-value is determined as described previously^52^. **c** Left panel, heatmap of the CTCF ChIP-seq signal within ±2 kb from CTCF motifs on loop anchors. Each column represents the relative distance to the CTCF motif, while each row represents normalized read counts of CTCF on the loop anchor region. Loops are divided into two groups according to ZNF143 binding on their anchors. The right panel demonstrates the mean plot of the average changes of the CTCF ChIP-seq signal within ±2 kb from CTCF motifs on loop anchors. *n* = two biological replicates. **d** Aggregate peak analysis demonstrates the intensity change of loops grouped as described in (**c**). Loop intensities are aggregated at the center of a 100 kb window in 5 kb resolution. **e** Proposed model depicting regulation of CTCF-bound loops by ZNF143.

## Discussion

As a key factor in the maintenance of chromatin structure, ubiquitously expressed in most organs and highly conserved in higher eukaryotes, CTCF is critical for multiple cellular processes. In addition to resulting in disruption of blastocyst stage processing and exhibiting early embryonic lethality, deletion of CTCF also results in defects of lineage differentiation^32,33^. Although it is widely reported that CTCF and other factors such as cohesin co-localize together to mediate chromatin-chromatin interactions, a recent study of the crystallographic structure of the CTCF–cohesin interaction demonstrated that this interaction does not regulate CTCF–DNA binding^4–8,14,16^.

A previous study suggested that zinc finger TF ZNF143 is involved in promoter–enhancer loops^22^; however, how it regulates such loops is unknown. In this study, we further investigate the function between ZNF143 and CTCF and demonstrate that ZNF143 is a key regulator of CTCF–DNA binding across the genome and as a result mediates CTCF-bound promoter–enhancer loops. More than colocalizing on active promoter and enhancer regions in the mouse genome, analysis 10,544 ZNF143 motifs suggested a specific spacing of 37 bp between a ZNF143 and CTCF binding sites. Such a specific distance between two different TF binding motifs across the genome has been rarely reported, which led to the hypothesis that ZNF143 served as a regulator of CTCF by mediating its ability to bind to DNA. Loss of ZNF143 led to the loss of CTCF–DNA binding on these loci, mainly affecting CTCF-bound promoter–enhancer loops, but not TAD formation or compartmentalization, consistent with global changes in gene expressions. Considering the ubiquitous expression and high homology of both ZNF143 and CTCF among mammals, we conclude that ZNF143 is a novel CTCF regulator that mediates CTCF–DNA binding on promoter and enhancer regions to form promoter–enhancer loops. However, we also noticed that a portion of affected loops are not associated with promoter regions (Supplementary Data 5), suggesting that ZNF143 might mediate other types of loops bound by CTCF, as CTCF is well known to play a critical role on insulators^34,35^.

It is quite interesting that ZNF143 mainly regulates CTCF-bound promoter–enhancer loops but not TADs. That loss of ZNF143 only affects CTCF-bound promoter–enhancer loops suggests a novel subgroup of CTCF sites, regulated by ZNF143 and restricted to promoter and enhancer regions. It is widely reported that CTCF and cohesin are the major factors to maintain TAD formation across different cell types^4–9,15,16,21,26,36,37^. However, in contrast to conservation of TADs in different cell types, loop formations are far more dynamic and regulated not only by CTCF and cohesin, but other factors such as YY1^11^ and chromatin remodeler Brg1^38^, among others. Recent studies using high-resolution Micro-C revealed a large portion of promoter–enhancer loops under 200 bp resolution^39,40^. Interestingly, these new discovered promoter–enhancer interactions were often detected in the absence of CTCF and cohesin occupancy. Although their biological function remains to be explored, this finding suggests that further studies are required to better understand genome organization and its regulation. Our results in this study strongly suggest that ZNF143 mainly regulates fine-scale genome organization without altering higher-order chromatin structure.

Another interesting aspect of future study is regarding ZNF143 and CTCF motif distance and orientation. Since it has not been reported previously that the ZNF143 motifs lie precisely 37 bp from the nearest CTCF motif, it will be of interest in subsequent studies to investigate how this 37 bp distance mediates their co-localization. The DNA binding affinity of one TF can be affected by another factor binding nearby^25^, so one hypothesis is that ZNF143 stabilizes CTCF–DNA binding when located 37 bp away. Another possibility is that ZNF143 acts as a pioneer factor to remodel chromatin status to make CTCF sites located 37 bp away accessible. Future experiments will reveal which hypothesis, or both, can account for the dependency of CTCF–DNA binding, and promoter–enhancer interactions, on ZNF143. On the other hand, in line with that CTCF motif orientation is critical for loop formation, how ZNF143 motif orientation contributes to looping will be of interest, as almost all ZNF143 and CTCF motifs located 37 bp apart from each other form the convergent orientation. It will be of interest to investigate whether changes in ZNF143 motif orientation will affect nearby CTCF binding, and hence affect looping. Of note, we do not have a clear answer on whether ZNF143 motifs are required on both anchors, and therefore additional studies with more detailed analysis will be necessary to address this question.

How chromatin organization mediates hematopoietic stem and progenitor cell integrity is an important aspect yet not fully explored. Previous studies found that complete loss of SMC3, one of the core cohesin ring components, caused bone marrow aplasia due to abnormal chromatid segregation, whereas *Smc3* haploinsufficiency increased self-renewal in culture and in vivo^41^. On the other hand, deletion of cohesin binding component STAG2 but not STAG1 increased HSC self-renewal and reduced differentiation capacity, suggesting that the cohesin complex plays different roles in HSPCs driven by different STAG subunits^42^. Other than the cohesin complex, coactivators and mediators were also reported to be critical for HSPC function through facilitating active histone marks, such as H2A.Z/H3K27 acetylation on promoter/enhancer regions^43–45^. Although our studies of ZNF143 reveal another aspect of the regulation of HSPC chromatin organization through mediating the integrity of CTCF-bound loops, it is not clear that whether ZNF143 is critical for all HSPCs or only in LT-HSCs. As homo- or hetero-dimers could be formed within zinc- coordinating TFs, we anticipate that additional TFs will be discovered to contribute to chromatin structure and hence regulate HSPC integrity.

The model that ZNF143 mediates CTCF-bound promoter–enhancer loops may have relevance to interpreting previous studies. For example, it is reported that ZNF143 co-binds to approximately 40% of Notch1 sites in TLL^19,20^. Considering that Notch1 gain-of-function mutations are mostly observed in TLL patients, this might represent another example of CTCF dependency on another TF. Since disruption of this ZNF143-CTCF regulatory axis results in a severe anemia phenotype in both embryos and adults, in the agreement of ubiquitous expression and high homology of both ZNF143 and CTCF among mammals, the regulation of CTCF-bound loops controlled by ZNF143 might contribute to multiple physiologic and disease processes.

## Methods

### Mice

C57BL/6J, *Mx1-Cre*^46^, and *Vav1-iCre* mice^29^ were obtained from The Jackson Laboratory; *Rosa26ERT2-Cre* mice^47^ were obtained from Yoshiaki Ito*. Znf143* flox mice were generated by inserting loxP site before and after exon 1 of *Znf143*. *Znf143 f/f* mice were crossed with *Rosa26ERT2-Cre*+ mice to generate *Znf143 f/f* x *Rosa26ERT2-Cre*+ and *Znf143 f/f* x *Rosa26ERT2-Cre-* mice. Then *Znf143* deletion was achieved with tamoxifen injection as described in Figure S2. *Znf143 f/f* x *Vav1-iCre-* male mice were crossed with *Znf143 f/+* x *Vav1-iCre*+ female mice to avoid germline deletion of the floxed allele. To study the function of *Znf143* in adult hematopoiesis, *Znf143 f/f* mice were crossed with *Mx1-Cre*+ mice to generate *Znf143 f/f x Mx1-Cre*+ and *Znf143 f/*f x *Mx1-Cre-* mice. Littermates of *Znf143 f/f x Mx1-Cre*+ and *Znf143 f/f; Mx1-Cre-* mice were injected intraperitoneally (i.p.) with 300 µg poly I:C for three consecutive days. Then mice were euthanized at day 8 after the first injection to assess deletion. All mice were housed in a sterile barrier facility within the Comparative Medicine facility at the National University of Singapore under housing condition of 22 °C temperature, 50% humidity and a 12:12 light/dark cycle. All mice experiments performed in this study were approved by Institutional Animal Care and Use Committee of National University of Singapore. In this study, 8- to 12-week-old male mice were used bone marrow harvesting or transplantation; 12- to 16-week-old female mice were used for time mating. See “Methods” for more information.

### Antibodies and primers

All antibodies and primers used in this study were listed in supplementary data 10 and 11. All full scans of Western-blot are provided in Supplementary Fig. 8.

### Fetal liver cell isolation

For fetal liver isolation, *Znf143 f/+* x *Vav1-iCre*+ male mice were mated with *Znf143 f/f* female mice in the evening on day 0. Embryos were collected at E14.5-day stage for fetal liver isolation and genotyping. Fetal livers were kept in PBS at 4 °C until genotyping of each embryo was completed. Fetal livers from *Znf143 f/+* x *Vav1-iCre- (Znf143 f/+)* and *Znf143 f/f* x *Vav1-iCre*+ *(Znf143 −/−)* embryos were dissociated into single cells by passing through a 40 µm BD strainer with a 1 ml syringe plunger in PBS plus 2% FBS and 2 mM EDTA.

### Bone marrow cells (BMCs) isolation

After CO_2_ euthanasia, mice were dissected for vertebrae, femur, tibia, and hip collection. Bones were crushed using a pestle with ice-cold PBS and then bone marrow cells suspension were filtered through a 70 µm BD cell strainer. Red blood cells were removed with RBC lysis buffer treatment. After filtering, a 20 µl cell suspension was diluted into a 2 ml solution for white blood cell (WBC) counts using a NIHOKODEN auto blood cell counter under Pre-dilute 20 µl mode. The remaining cells were kept on ice for other experiments.

### Flow cytometry and fluorescence-activated cell sorting (FACS)

For flow cytometry analysis, 1 million WBCs or Fetal liver cells were stained for 15 min as indicated in Supplementary Data 9. After staining, cells were washed with PBS once and then resuspended in 500 µl PBS for flow cytometry on an LSRII cytometer. Data collection was done with BD FACSDiva software (v8.0.1). The gating strategy for different populations is provided in Supplementary Fig 9.

For FACS sorting, mature blood cells were stained with biotin-labeled anti-lineage surface marker antibodies as indicated in Supplementary Data 9 for 30 min incubation at 4 °C, followed by lineage depletion on an autoMACS machine under “depletes” mode.

Lineage depleted cells were stained as previously described for 15 min. Then cells were washed once and were resuspended to a final cell concentration of 40 M/ml for FACS on an Arial I/II. Post-sort was performed for double checking of cell populations and for cell number counting. The gating strategy for different populations is provided in Supplementary Fig. 9.

FlowJo was used for data plot of flow cytometry and FACS.

### Transplantation

Eight hundred thousand fetal liver cells (isolated from E14.5-day old *Znf143 f/+* x *Vav1-iCre-* or *Znf143 f/f* x *Vav1-iCre*+ embryos) or RBC lysis buffer treated BMCs (from *Znf143 f/f* x *Mx1-Cre-* or *Znf143 f/f* x *Mx1-Cre*+ male mice) were mixed with two hundred thousand RBC lysis buffer treated BMCs isolated from CD45.1 congenic mice to a final cell concentration of ten million per ml. Recipient CD45.1 congenic mice were lethally irradiated (9.5 Gy) using a γ-irradiator, followed by injecting one million mixed cells per mouse. Every four weeks after injection, 100 µl peripheral blood (PB) was collected from each mouse to check for chimerism. To examine chimerism formation, PB was lysed with 1 ml RBC lysis buffer for 5 min at room temperature. After washing with PBS, cells were stained with antibody mixtures as indicated in Supplementary Data 9 for 15 min at 4 °C, followed by analysis on an LSRII.

### RNA isolation, library construction, and next-generation sequencing

The HSC SLAM population (LSK+CD150+CD48−) was sorted into PBS plus FBS and EDTA. After post-sort to confirm the sorted population and to count cell number, cells were spun down for RNA extraction following trizol-chloroform-ethanol extraction with glycogen or glycoblue precipitation. RNA samples with RNA integrity number (RIN) score higher than 8.0 were selected for RNA-seq library construction using SMART Seq v4 Ultra Low Input RNA kit from Takara and Nextera XT DNA library prep kit from Illumina, with PAGE-gel purification for final library size selection. For next-generation sequencing (NGS), 6 libraries (three from *Znf143 f/*f x *Rosa26ERT2-Cre-* mice, and three from *Znf143 f/f* x *Rosa26ERT2-Cre* + mice, all mice were littermates) were pooled together and were sequenced using a Nextseq high output 150 cycle v2 kit in the Illumina Nextseq 500 platform to obtain at least 50 million 76 bp paired-end reads per RNA library. Illumina bcl2fastq2 Conversion Software (v2.20) was used for Next Generation Sequencing library demultiplexing. Fastqc software was used for data quality check.

### Co-immunoprecipitation (co-IP)

After post-sort to confirm the sorted population and to count cell numbers, HSPCs (lineage- c-kit + ) were washed with PBS once and then lysed in 1 ml IP buffer (50 mM Tris-Cl pH 8.0, 100 mM Na Fluoride, 30 mM Na Pyrophosphate, 2 mM Na Molybdate, 5 mM EDTA, 2 mM Na Vanadate, 1% NP-40, and freshly prepared protease inhibitor purchased from Merk, cat.no. 11697498001) on ice for 10 min with occasionally inverting. After spinning down at 13,200 rpm for 10 min at 4 °C, the supernatant was transferred into a new tube containing antibody pre-bound dynabeads protein beads for overnight incubation at 4 °C (anti-CTCF antibody, #07-729, Millipore; Anti-ZNF143 rabbit serum is generated in our lab); 50 µl of the supernatant was stored at -20 °C as input. The next day, after washing beads for five times with IP buffer, loading dye was added to the beads and input for boiling at 97 °C for 10 min, followed by Western-blot analysis.

### Chromatin immunoprecipitation (ChIP), library construction, and next-generation sequencing

ChIP was performed as described previously^23^. Briefly, after post-sort to confirm the sorted population and to count the cell numbers, HSPCs (lineage- c-kit+) were resuspended in PBS to a concentration of 1 M per ml. Cells were fixed with 1% formaldehyde for 15 min at RT with rotation. Then formaldehyde was neutralized by adding 2.5 M glycine to a final concentration of 0.125 M and rotating for 5 min at RT. After washing with PBS, cells were lysed with ChIP SDS lysis buffer (100 mM NaCl,50 mM Tris-Cl pH8.0, 5 mM EDTA, 0.5% SDS, 0.02% NaN_3_, and fresh protease inhibitor), and then stored at -80 °C until further processing. Nuclei were collected by spinning down at 13,000 rpm for 10 min. The nuclear pellet was resuspended in IP solution (2 volume ChIP SDS lysis buffer plus 1 volume ChIP triton dilution buffer (100 mM Tris-Cl pH8.6, 100 mM NaCl, 5 mM EDTA, 5% Triton X-100), and fresh proteinase inhibitor) for sonication using either a Bioruptor or Covaris to obtain 200 bp to 500 bp DNA fragments. After spinning down to remove debris, sonicated chromatin was pre-cleared by adding 30 µl washed dynabeads protein A/G and rotated at 4 °C for 2 h. Pre-cleared chromatin was incubated with antibody pre-bound dynabeads protein A/G overnight at 4 °C (Anti-ZNF143 rabbit serum is generated in our lab; anti-CTCF antibody, # 07-729, Millipore; anti-tri-methyl-histone H3 (Lys27) antibody, #9733BC, Cell Signaling Technology; anti-histone H3 (acetyl K27), #ab4729, Abcam). Next day, magnetic beads were washed through the following steps: buffer 1 (150 mM NaCl, 50 mM Tris-Cl, 1 mM EDTA, 5% sucrose, 0.02% NaN_3_, 1% Triton X-100, 0.2% SDS, pH 8.0) two times; buffer 2 (0.1% deoxycholic acid, 1 mM EDTA, 50 mM HEPES, 500 mM NaCl, 1% Triton X-100, 0.02% NaCl, pH 8.0) two times; buffer 3 (0.5% deoxycholic acid, 1 mM EDTA, 250 mM LiCl, 0.5% NP40, 0.02% NaN_3_) two times; TE buffer one time. After reverse crosslinking and purification of DNA, qPCR or library construction was performed accordingly.

For library construction, a Thruplex DNA seq kit from Rubicon Genomics was used following the manufacturer’s instructions. TBE PAGE-gel size selection was performed for the final library size selection to obtain 250 bp to 500 bp ChIP-seq libraries. Pooled libraries at 10 nM concentration were sequenced in the Illumina Nextseq 500 platform. Illumina bcl2fastq2 Conversion Software (v2.20) was used for Next Generation Sequencing library demultiplexing. The Fastqc software was used for data quality check.

### ChIP-reChIP

ZNF143 ChIP was performed as described above until the TE buffer washing step. Then immunocomplexes were eluted by incubating with 50 µl 10 mM DTT for 30 min at RT. After diluting the elution with 1 ml IP buffer, 20 µl CTCF antibody or 5 µg normal rabbit IgG (#2729, Cell Signaling Technology) pre-bound protein A dynabeads were added for overnight rotation at 4 °C, followed by standard ChIP procedure.

### In situ HiC library construction

HSPCs (lineage- Sca-1+ c-kit+) were used for in situ HiC libraries construction using Arima-HiC kit and Swift biosciences^®^ Accel-NGS^®^ 2S plus DNA library kit following the low input procedure instructions.

### Chromatin conformation capture (3C)

3C was performed as described previously^48^. In brief, HSPCs (lineage- c-kit+) were crosslinked in 1% formaldehyde for 15 min at RT with rotating. Then formaldehyde was neutralized by adding 2.5 M glycine to a final concentration of 0.125 M and rotating for 5 min at RT. After washing in PBS, cells were resuspended in 1 ml lysis buffer (10 mM Tris-HCl pH8.0, 10 mM NaCl, 5 mM EDTA, 0.5% NP 40, add protease inhibitor freshly) and lysed with a douncer on ice. After spinning down at 2000 rpm for 10 min at 4 °C, nuclei were washed with 1X CutSmart buffer from NEB, followed by resuspending in 1.8 ml nuclease free (NF) H_2_O. After splitting into 4 tubes containing 60 µl of 10X CutSmart buffer and 15 µl of 10% SDS buffer, samples were incubated at 37 °C 1 h with shaking, followed by adding 75 µl of 20% Triton X-100 to each tube for 1-h incubation at 37 °C with shaking. From each tube 20 µl samples were taken out and were combined as “undigested” samples and stored at -20 °C. HindIII-HF was added into each tube (700 U per tube) for overnight digestion at 37 °C with shaking. The next day after confirming a digestion efficiency over 80%, 50 µg digested DNA were taken out into a new tube and the volume adjusted to 600 µl with NF H_2_O. After adding 80 µl 10% SDS, samples were incubated at 65 °C for 25 min. Heat inactivated chromatin was added into ligation mix (5 ml 10X ligation buffer, 2.687 ml 20% Triton X-100) and the volume adjusted to 50 ml with NF H_2_O to a final concentration of 1 ng/µl, followed by 1 h incubation at 37 °C with rotation at 30 RPM. After adding 990 U T4 DNA ligase (Thermo Scientific), samples were incubated at 16 °C overnight with rotation at 15 RPM. The next day, 132 µl of proteinase K (Ambion) were added into each sample, followed by 65 °C incubation overnight. The next day, after adding 132 µl of RNase A (PureLink), samples were incubated at 37 °C for an hour, followed by phenol: chloroform DNA purification. Chromatin-chromatin interactions between the *Cebpa* promoter and −37 kb enhancer region and between the *Cebpa* promoter and −18 kb upstream region were examined by qPCR. The −76 kb upstream region having no interaction with *Cebpa* promoter was selected as negative control.

### Data analysis

#### Dot plots, survival curves

All dot plots and survival curves are drawn with *GraphPad Prism* unless further indicated in the data analysis section.

### RNA-seq data analysis

After trimming of adaptor sequences with *TrimGalore*, paired-end reads were aligned to mouse genome GRCm38 (mm10) using *STAR*^49^. After calculating raw gene expression (raw reads count) by *FeatureCounts*^50^, normalized profiling results were obtained with *DESeq2* for differential expression analysis^51^. Gene Set Enrichment Analysis (GSEA) was performed using the *GSEA* pipeline from the Broad Institute^52,53^. For visualization on the UCSC genome browser or IGV, bam files obtained from *STAR* were first converted into bedgraph format using *BEDTools*^54^, then converted into bigwig files with UCSC bedGraphtoBigWig program.

### ChIP-seq data analysis

After trimming of adaptor sequences by *TrimGalore*, paired-end reads were aligned to mouse genome GRCm38 (mm10) using *bowtie2* with output in sam file format^55^. *SAMtools* was used (1) to convert sam file to bam file, (2) to remove both low mapping quality score reads (mapq score less than 20) and PCR duplicates^56^. ChIP-seq peaks were called by *MACS2* with a false discovery rate (FDR) less than 0.001, followed by peak annotation with *HOMER*^57,58^. The resulting alignments were extended to 150 bp and then converted into signals by *BEDTools* in bedGraph format^54^. We adjusted the average coverage of each ChIP-seq experiment to 1. Finally, the resulting files were converted to bigwig format by *bedGraphToBigWig* for visualization and generating heatmaps^59^. Correlation of replicates was assessed with the *Deeptools* multiBigwigSummary BED-file function^60^.

### Motif discovery

To discover CTCF and ZNF143 motifs in the mouse genome, bed files generated by *MACS2* were used for de novo motif scanning using *HOMER* findMotifsGenome function with default settings^58^. Then the discovered CTCF and ZNF143 motifs were used for whole genome scanning using *HOMER* scanMotifGenomeWide function with output of bed files. Distances between CTCF and ZNF143 motifs in genome-wide were determined by *BEDTools*. *R* package ggplot was applied for result visualization in *Rstudio*.

ZNF143 mutant motifs were generated by loading ZNF143 motif obtained from *HOMER* to the online program *Regulatory Sequence Analysis Tools (RSAT)* with permute-matrix function^24^. Then distances between CTCF and mutant ZNF143 motifs were discovered by *BEDTools* and were visualized by *R* in *Rstudio*.

#### Motifs orientation

As ZNF143 and CTCF motifs are not palindromic and could locate on either the forward or reverse strand of DNA, a pair consisting of ZNF143 and the nearest CTCF motif have four potential orientations as illustrated in Figure S2C, lower panel: (a) convergent on opposite strands, (b) divergent on opposite strands, (c) both on forward strand (F-F), (d) both on reverse strand (R-R). To determine orientations in 10,544 pairs of ZNF143 and CTCF motifs located 37 bp apart, strand specificity of each motif was detected using *HOMER*, and then each pair of motifs were sub-grouped as described above to get the final count by *R* in *Rstudio*.

### Promoter and enhancer calling

Active promoters were identified by H3K27ac peaks within 1000 bp to a nearest transcription start site (TSS). Active enhancers were identified by H3K27ac peaks that located outside of promoter regions.

### Quantification of ChIP-seq signal on promoter, enhancer, or loops anchor regions

For calculating the average of ChIP-seq signals on a promoter, enhancer, or nearby CTCF motifs within loops anchor regions, *HOMER* was used to make tag directories of individual ChIP-seq bam files, followed by calculating ChIP-seq signal coverage using *HOMER* annotatePeaks function^58^. The output was visualized as a mean plot using the *R* package in *Rstudio*.

### Heatmap of ChIP-seq signal on promoter, enhancer, or loops anchor regions

*Deeptools* or *ngsplot* was used to generate heatmap of ChIP-seq on different regions^60,61^. First, desired bed files indicating such regions were generated as described in this manuscript. Then bigwig files from ChIP-seq data were used to generate a matrix on input regions by *Deeptools* computeMatrix function, followed by *Deeptools* plotHeatmap function to draw heatmap. *Deeptools* was also used for calculating genome-wide correlations among ChIP-seq signals in bigWig files with bin size of 5000 bp.

For *ngsplot*, bam files from ChIP-seq data and desired bed files were used for heatmap generation with ngs.plot.r function.

### HiC data analysis

HiC contact matrices were generated using the *Juicer tools suite (v1.9.9_jcuda.0.8)* following the instruction^7^. The Knight-Ruiz balanced observed/expected interaction frequencies were calculated at 2.5 Mb, 1 Mb, 500 kb, 250 kb, 100 kb, 50 kb, 25 kb, and 5 kb resolution. The matrices were visualized in *Juicebox (v1.9.8)*. The eigenvector values were calculated at 1 Mb resolution using *Juicer tools* eigenvector function. The PC1 values were calculated using *HOMER* following its HiC analysis tutorial^62^.

Insulation scores were calculated as described^28^. Dense contact matrices for each chromosome were extracted from.hic files using *Juicer tools* dump function returning the observed contacts without normalization at 25 kb resolution. The resulting matrices were transformed into the *HiC-PRO* format^63^ using a custom *R* script. The insulation score was calculated from these *HiC-PRO* contact matrices using the the matrix2insulation.pl function in *HiC-PRO*^28^. The resulting insulation score per chromosome was aggregated into a single bedGraph and then transformed to bigwig using the *bedGraphToBigWig* function from UCSC together with the chromosome size information for mm10 in UCSC. Profiles of genome-wide insulation score around TADs boundaries were visualized by *Deeptools*.

TADs were called using the *Juicer tools* Arrowhead algorithm at 25 kb resolution. Loops were called using *Juicer tools* Hiccups function at 5 kb resolution. Loops intensities were calculated by *Juicer tools* dump function with input of.hic files generated by *Juicer tools*. Aggregate peak analysis on subgroup loops was performed using *Juicer tools* APA function, and the result is visualized with *R* package in *Rstudio*. To discover CTCF motifs on loop anchors, bedpe files containing loops information were examined by *Juicer tools* MotifFinder function.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The ChIP-seq, RNA-seq, and HiC data that support the findings of this study have been deposited in GEO with the GEO accession number “GSE144712”. Biological material used in this study can be obtained from the authors upon request. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ZNF143 mediates CTCF-bound promoter–enhancer loops required for murine hematopoietic stem and progenitor cell function
**Source:** Nat Commun. 2021 Jan 4;12:43. doi: 10.1038/s41467-020-20282-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1

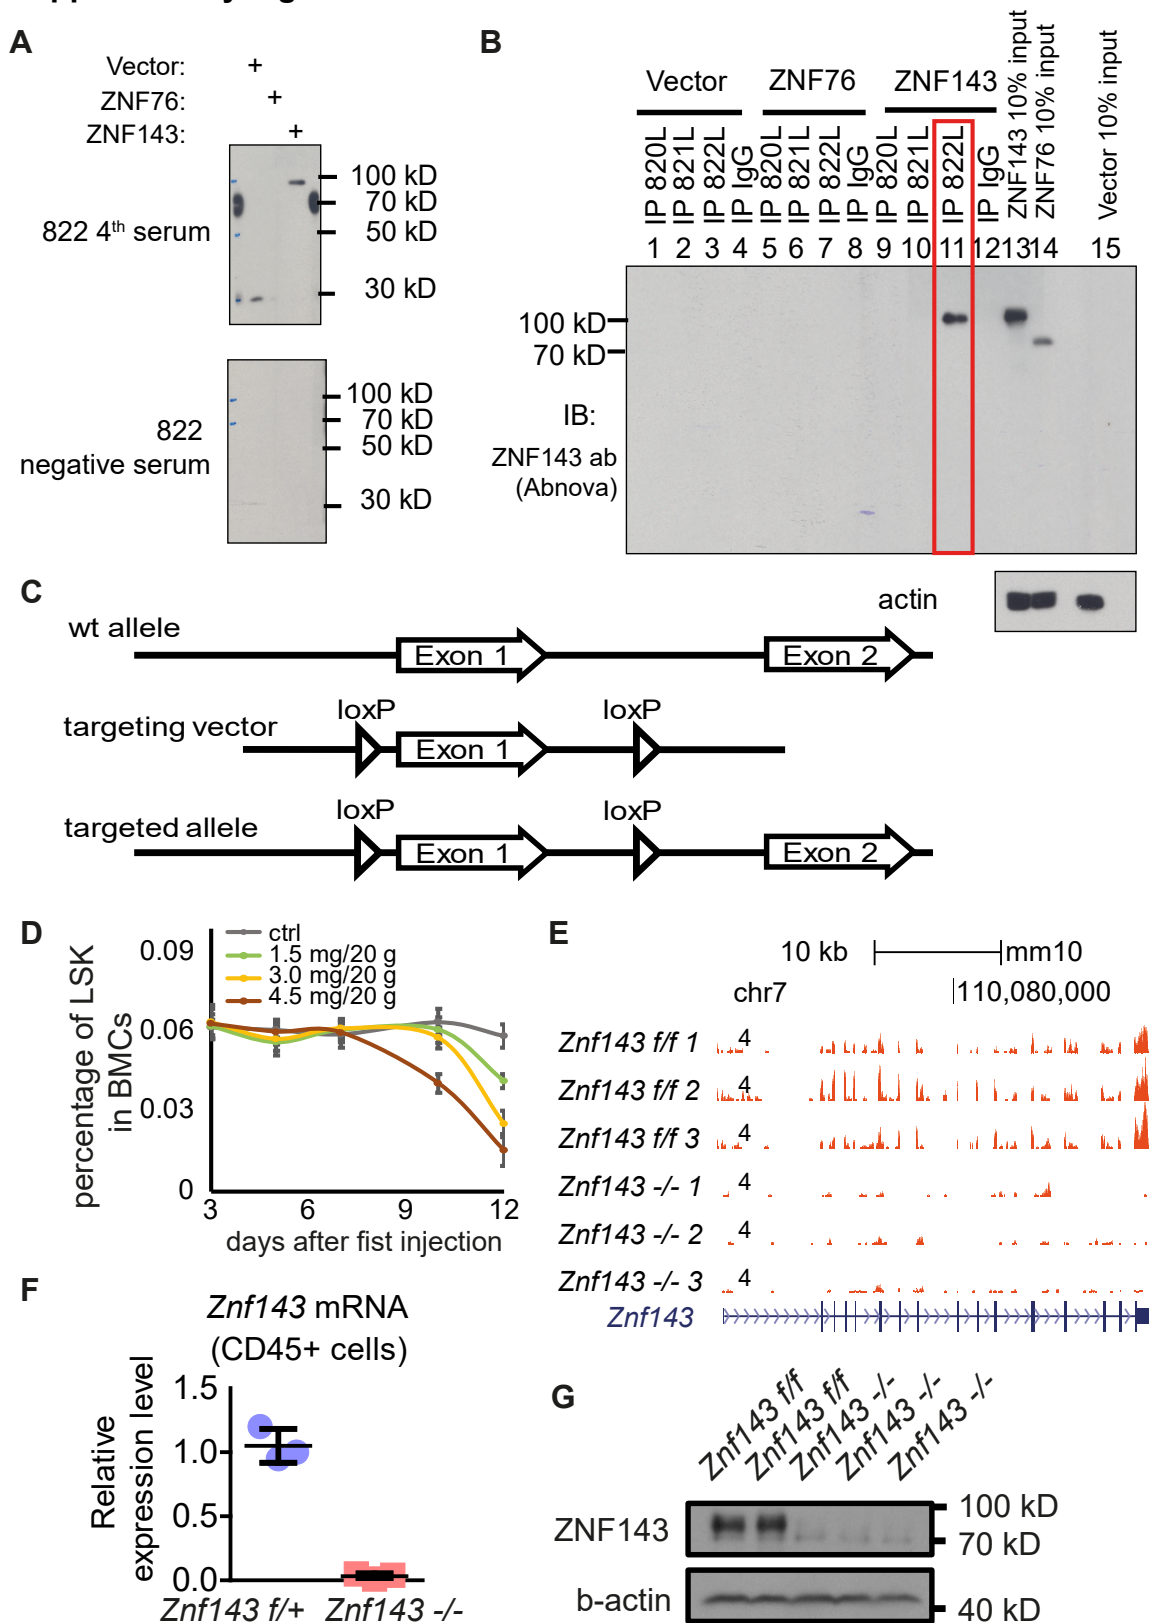

**Supplementary Figure 1. Validation anti-ZNF143 rabbit serum and *Znf143* deletion in hematopoietic cells.**

(A) Western-blot analysis to examine antibody specificity. The pPAC empty vector, pPAC-ZNF76, and pPAC-ZNF143 plasmids (expressing ZNF76 and ZNF143, respectively) were transfected into Schneider Drosophila S2 cells separately for 2 days. Equal amounts of cell lysate were loaded accordingly for Western-blot and incubated with different anti-ZNF143 rabbit serum as indicated. Negative serum stands for serum taken from the same rabbit before the first ZNF143 antigen immunization. The experiment has been repeated independently for three times with similar results. (B) IP to examine antibody specificity. The pPAC empty vector, pPAC-ZNF76, and pPAC-ZNF143 were overexpressed in S2 cells. Equal amounts of cell lysate were used for IP with different anti-ZNF143 rabbit serum or rabbit normal IgG. IP results were examined by Western-blot with commercial anti-ZNF143 mouse monoclonal antibody, which detects both ZNF76 and ZNF143. The experiment has been repeated independently for three times with similar results. (C) Cre-recombinase-mediated excision was designed to remove exon 1 of *Znf143* by inserting loxP sites before and after exon 1. (D) The curve describes the percentage changes of LSK in BMCs isolated from mice treated as indicated in *Methods*. n = three biological replicates in each group. Values are presented as mean  $\pm$  SD. (E) UCSC genome browser snapshot of RNA-seq result on *Znf143* locus. 3 pairs of littermates of *Znf143* *f/f* x *Rosa26ERT2-Cre*<sup>-</sup> and *Znf143* *f/f* x *Rosa26ERT2-Cre*<sup>+</sup> male mice were treated with middle dosage tamoxifen i.p injection for 10 days as in (D). RNA-seq was performed using the sorted HSLAM population (LSK<sup>+</sup> CD150<sup>+</sup> CD48<sup>-</sup>) was visualized on the UCSC genome browser. (F) CD45<sup>+</sup> cells were sorted for RT-qPCR using fetal liver cells from littermates of *Znf143* *f/+* x *Vav1-iCre*<sup>-</sup> and *Znf143* *f/f* x *Vav1-iCre*<sup>+</sup> embryos at day E14.5. Relative *Znf143*

mRNA levels were normalized with *b-actin*. n = three biological replicates. Values are presented as mean  $\pm$  SD. (G) *Znf143* *ff* x *Mx1-Cre*<sup>-</sup> and *Znf143* *ff* x *Mx1-Cre*<sup>+</sup> mice were injected with 300  $\mu$ g poly I:C for three consecutive days. C-kit<sup>+</sup> cells were sorted for Western-blot from BMCs 8 days after the first poly I:C injection. The experiment has been repeated independently for three times with similar results.

## Supplementary Figure 2

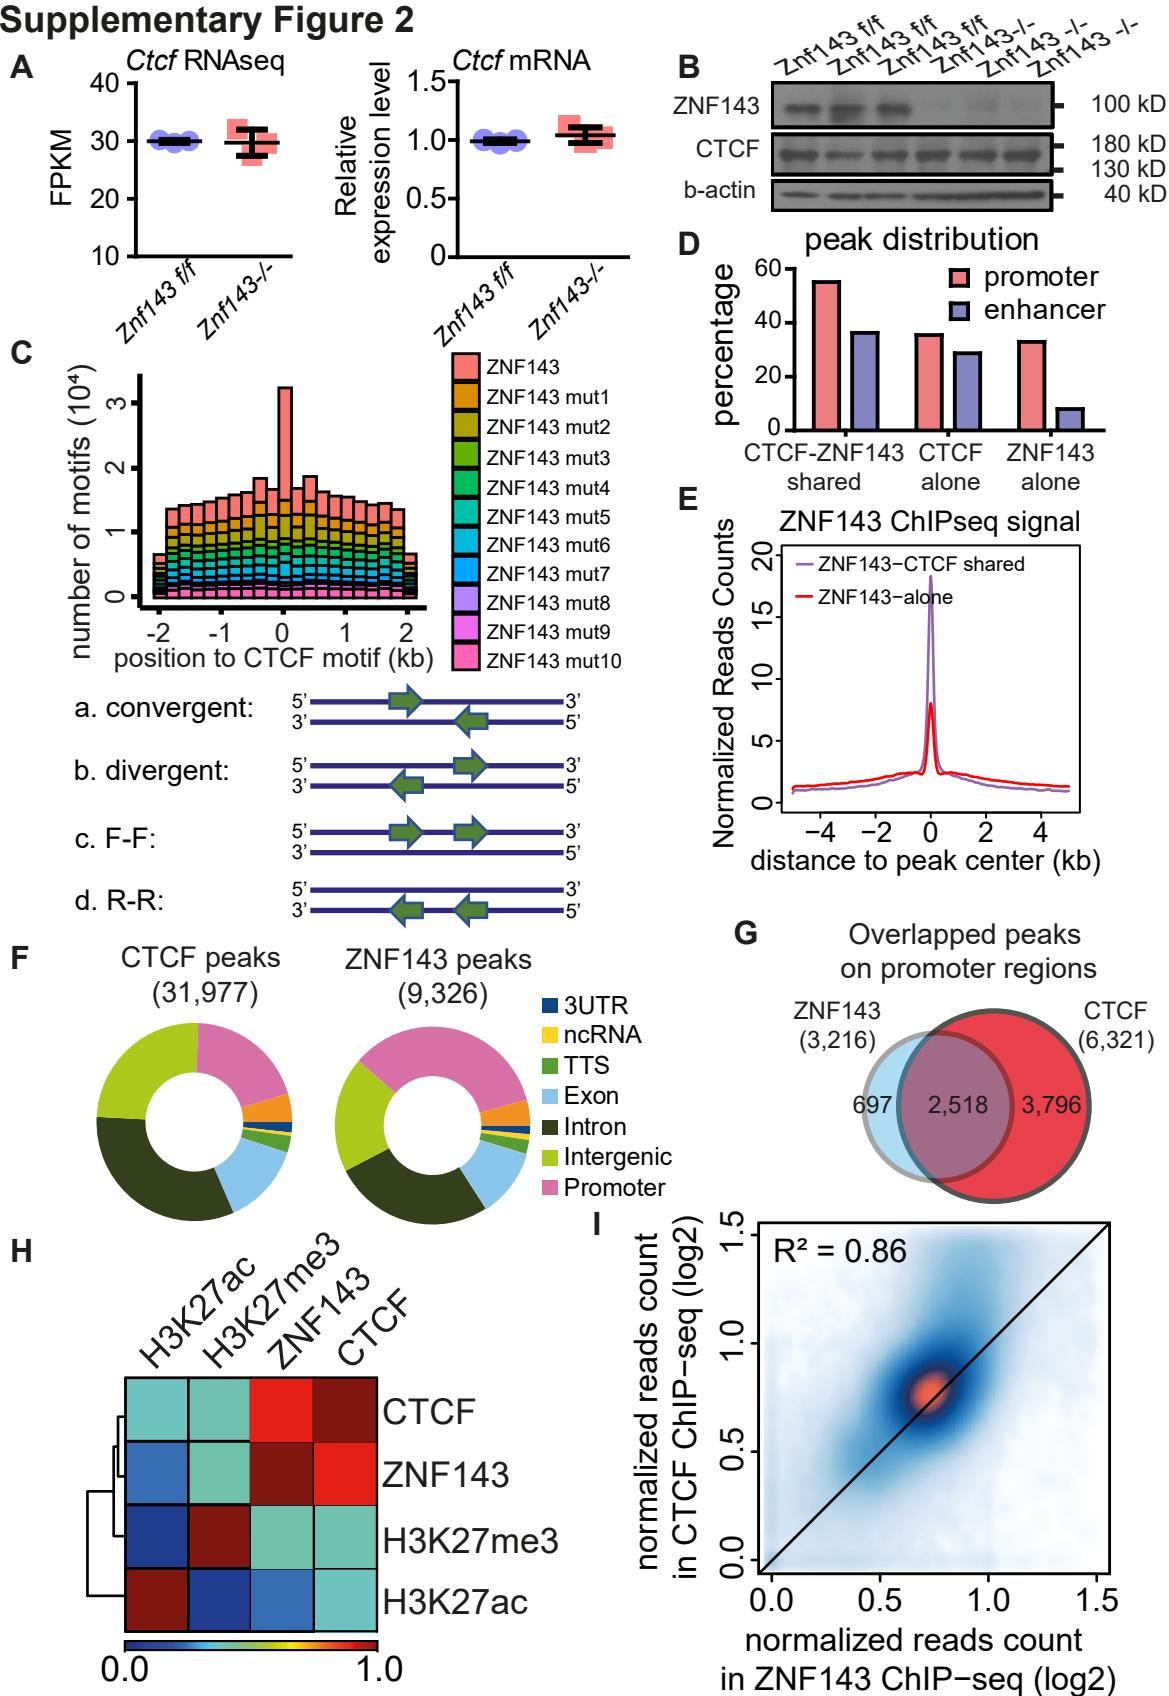

**Supplementary Figure 2. CTCF and ZNF143 ChIP-seq peaks are strongly correlated.**

(A) Left panel, the dot plot presents the RNA-seq signal (FPKM) of *Ctcf* in the HSLAM population (LSK+ CD150+ CD48-) from *Znf143 f/f* x *Rosa26ERT2-Cre-* (*Znf143 f/f*) and *Znf143 f/f* x *Rosa26ERT2-Cre+* (*Znf143 -/-*) mice treated with the middle dosage of tamoxifen for 10 days as described in Supplementary Figure 2B. n = three biological replicates. Values are presented as mean  $\pm$  SD. Right panel, *Ctcf* RT-qPCR validation under same conditions. *Ctcf* mRNA is normalized to  $\beta$ -actin. n = three biological replicates. Values are presented as mean  $\pm$  SD. (B) Western-blot of ZNF143 and CTCF proteins in HSPCs (c-kit+, lineage negative) sorted from mice treated under the same conditions as in (A).  $\beta$ -actin was used as the loading control. (C) Upper panel: Stacked histogram describing the distance from ZNF143 or ZNF143 mutated motifs (generated by RSAT, see STAR Methods for detail) to nearest CTCF motifs on the murine genome (mm10). The X axis represents the relative distance from ZNF143/ZNF143 mutated motifs to the CTCF motifs, while the Y axis represents the number of these motifs in each bin. Each bin size is 200 bp, and the coverage of the center bin is from -100 bp to +100 bp. Lower panel: Illustration of four possible patterns of motifs orientation between ZNF143 and the nearest CTCF motifs: 1) convergent on opposite strands (convergent); 2) divergent on opposite strands (divergent); 3) both on forward strand (F-F); 4) both on reverse strand (R-R). (D) Bar chart describing peak distribution of different subgroups of CTCF and ZNF143 peaks on promoter or enhancer regions. CTCF and ZNF143 ChIP-seq peaks detected in *Znf143 f/f* cells are sub-grouped into three groups (CTCF-ZNF143 shared, CTCF alone, or ZNF143 alone), and the percentage of peaks located on promoter or enhancer regions in each subgroup is presented. (E) The mean plot of ZNF143 ChIP-seq within  $\pm 4$  kb from peak centers. ZNF143 peaks detected in *Znf143 f/f* cells were divided into 1) ZNF143-CTCF overlapped, and 2) ZNF143-alone. The X

axis represents the relative distance to the peak center, while the Y axis represents the mean of normalized read counts of the ZNF143 ChIP-seq signal in each group. **(F)** Annotation of ZNF143 and CTCF ChIP-seq peaks. HSPCs (c-kit+, lineage-) were sorted from wild type BMCs for ChIP-seq. **(G)** Venn diagram demonstrating peak overlaps between ZNF143 and CTCF ChIP-seq on promoter regions. **(H)** Cloud plot demonstrating the genome-wide correlation between ZNF143 and CTCF ChIP-seq signals. The X axis presents the normalized ZNF143 ChIP-seq signal, while the Y axis the normalized CTCF ChIP-seq signal. **(I)** Heatmap describes the correlation score among CTCF, ZNF143, the repressive histone mark (H3K27me3), and the active histone mark (H3K27ac) (Spearman correlation).

Supplementary Figure 3

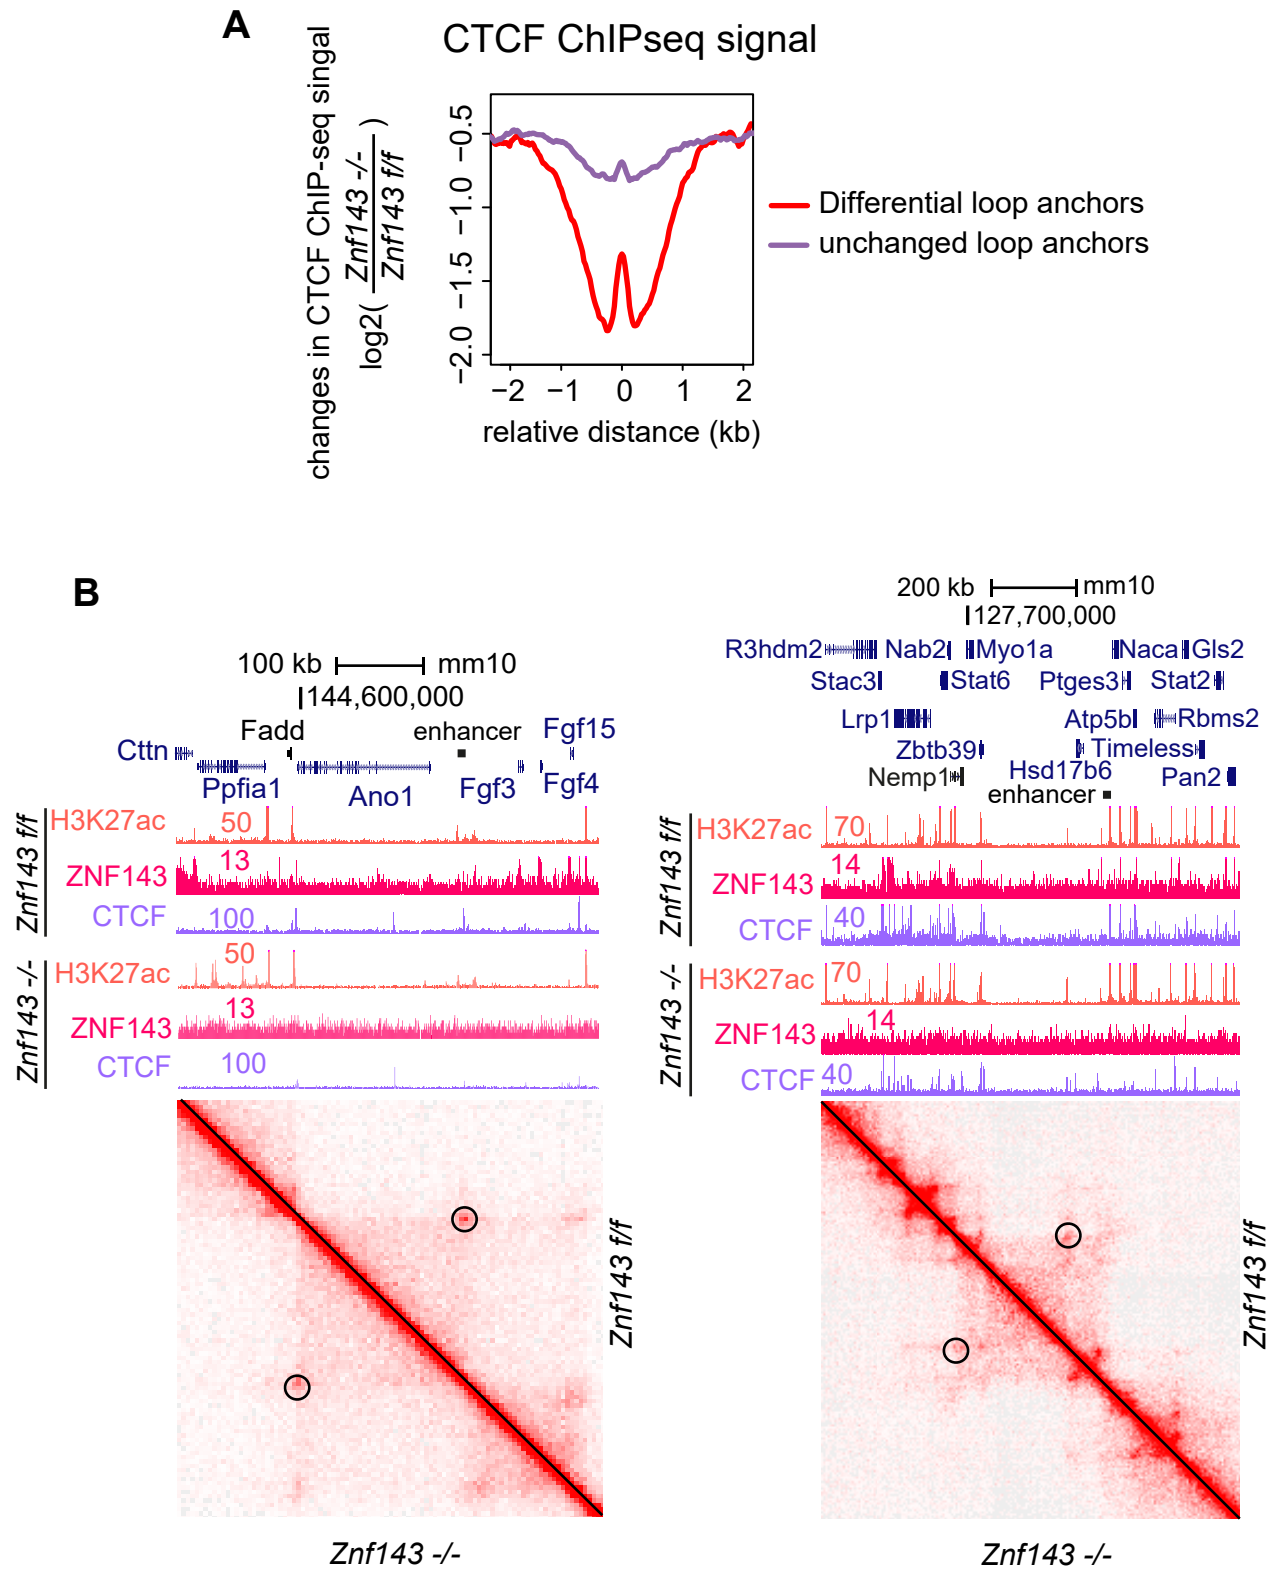

**Supplementary Figure 3. Decreasing CTCF localization on ZNF143-related loop anchors after loss of ZNF143.**

(A) Relative mean plot presents the average changes in the CTCF ChIP-seq signal within  $\pm 2$  kb from CTCF motifs on loop anchors. Loops are divided into different groups as described in Figure 2A. The X axis represents relative distance to the CTCF motifs within loop anchors, while the Y axis represents the log<sub>2</sub> fold changes of normalized read counts of CTCF ChIP-seq signals in each genomic region. n = two biological replicates. (B) Snapshots present HiC interaction frequencies, ChIP-seq profiles of ZNF143, CTCF, and H3K27ac, on *Fadd* locus (left panel) and *Neml* locus (right panel) in both *Znf143* *f/f* and *Znf143* *-/-* murine HSPCs. The balanced HiC two-dimensional contact matrix presents chromatin-chromatin interactions in *Znf143* *f/f* (top-right part) and *Znf143* *-/-* (bottom-left part) murine HSPCs. The color intensity presents interaction frequency, while black circles indicate the promoter-enhancer loop. ZNF143 and CTCF binding profile in *Znf143* *f/f* or *Znf143* *-/-* murine HSPCs are presented on top, while H3K27ac histone mark indicates an active chromatin status. The maximum values of Y axis are indicated in each track.

# Supplementary Figure 4

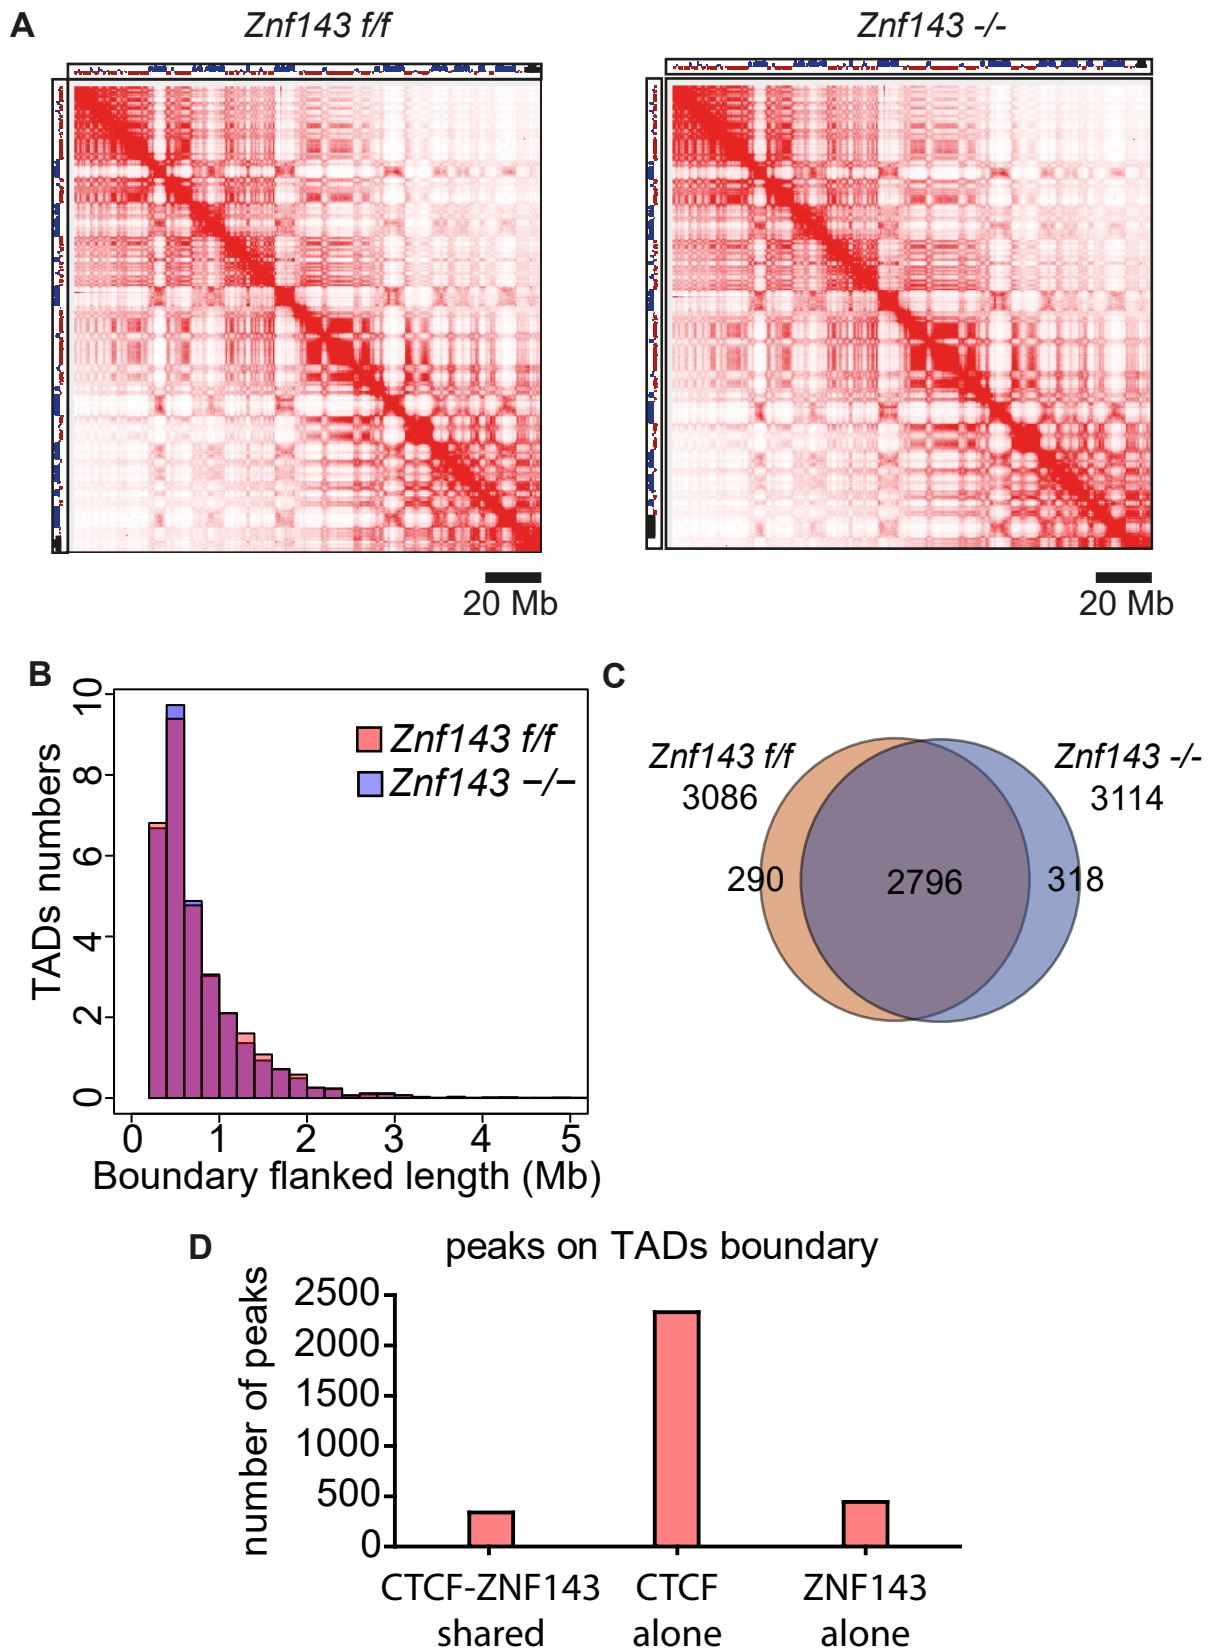

**Supplementary Figure 4. Chromosome Compartments and TADs remain mainly unchanged after *Znf143* deletion.**

(A) Comparison of chromosome compartments. Compartments on chromosome 1 (chr1) are demonstrated as an example in balanced contact matrices at 250 kb resolution. (B) Histogram describes the size distribution of TADs in *Znf143 f/f* (red) and *Znf143 -/-* (blue) cells. The X axis presents the boundary flanked lengths in each bin, while the Y axis the TAD numbers in each bin, with the red and blue bars representing the TAD numbers nearly overlapping. (C) Venn diagram describes overlapped TADs detected in *Znf143 f/f* and *Znf143 -/-* cells. (D) Bar chart presenting the number of peaks located on TADs boundaries. CTCF and ZNF143 peaks detected in *Znf143 f/f* cells were sub-grouped as described in Supplementary Figure 2D, and the number of peaks located on TADs boundaries in the different groups is presented.

**Supplementary Figure 5**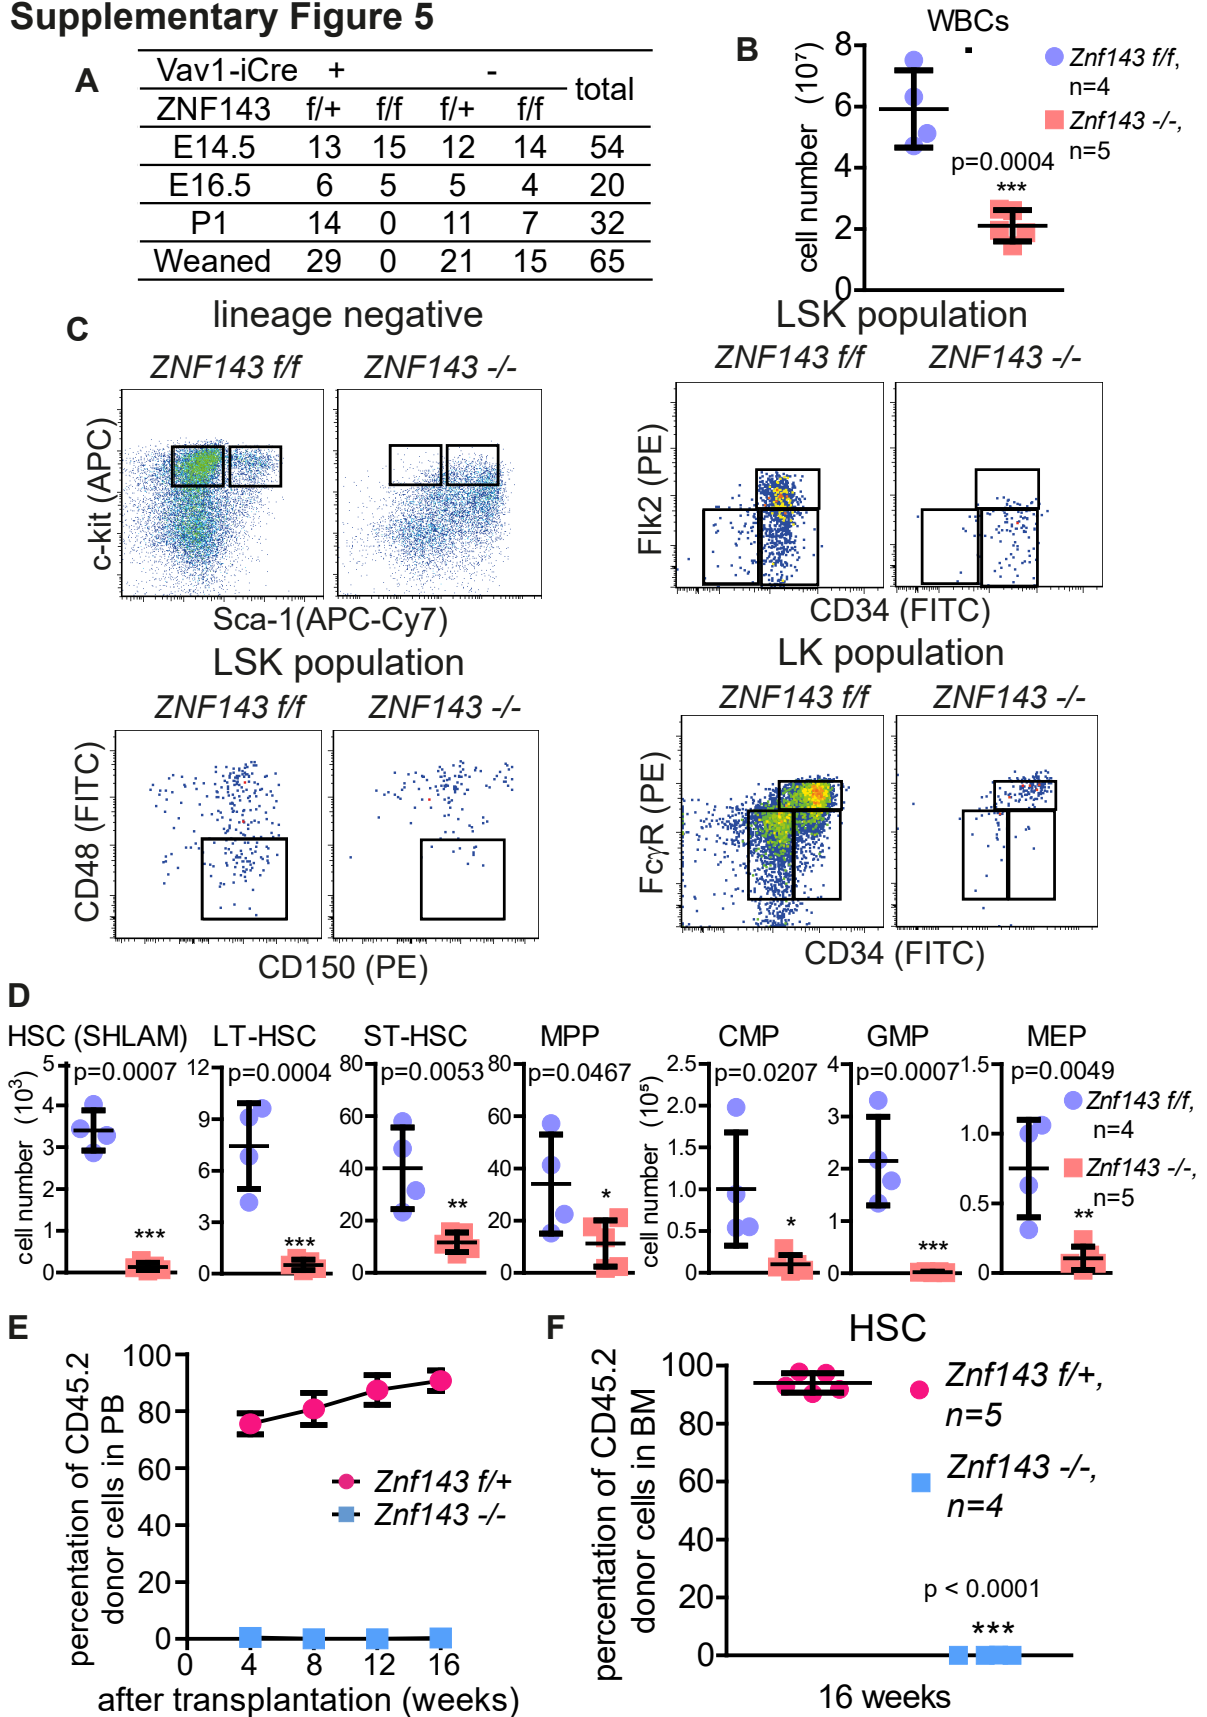

**Supplementary Figure 5. Depletion of *Znf143* leads to a lethal phenotype at an embryonic stage and reduction of HSPC populations in adult mice.**

(A) Summary of genotyping results of *Znf143* x *Vav1-iCre* embryos and mice. Genotyping of *Vav1-iCre* and *Znf143* were performed at different embryonic periods and pup stages as indicated.

(B) Dot plot describes absolute numbers of nucleated cells in wild type (*Znf143* *f/f*) and *Znf143* deleted (*Znf143* *-/-*) BMCs. (C) Dot plot of flow cytometry analysis of different HSPC populations in wild type (*Znf143* *f/f*) and *Znf143* deleted (*Znf143* *-/-*) BMCs. Littermates of *Znf143* *f/f* x *Mx1-cre*<sup>-</sup> and *Znf143* *f/f* x *Mx1-cre*<sup>+</sup> mice were injected with 300 µg poly I:C for three consecutive days. Eight days after the first injection, BMCs were harvested followed by flow cytometry examination. Surface markers were used to distinguish sub-populations LSK (Lin<sup>-</sup> Sca-1<sup>+</sup> c-kit<sup>+</sup>) and LK (Lin<sup>-</sup> Sca-1<sup>-</sup> c-kit<sup>+</sup>). (D) Absolute numbers of HSPCs determined in (C). HSC: LSK CD150<sup>+</sup> CD48<sup>-</sup>, LT-HSC: LSK CD34<sup>-</sup> Flk2<sup>-</sup>, ST-HSC: LSK CD34<sup>+</sup> Flk2<sup>-</sup>, MPP: LSK CD34<sup>+</sup> Flk2<sup>+</sup>, CMP: LK CD34<sup>+</sup> FcγR<sup>-</sup>, GMP: LK CD34<sup>+</sup> FcγR<sup>+</sup>, and MEP: LK CD34<sup>-</sup> FcγR<sup>-</sup>. Data in (B) and (D) was obtained from 4 of *Znf143* *f/f* and 5 of *Znf143* *-/-* littermates. Values are presented as mean ± SD. (E) Donor chimerism curve in peripheral blood (PB) describes the percentage engraftment after transplantation of wild type (*Znf143* *f/+*) and *Znf143* deleted (*Znf143* *-/-*) fetal liver cells. The X axis presents time after transplantation, while the Y axis percentage of CD45.2 donor cells in PB from recipients. *Znf143* *f/+*: n = 5, *Znf143* *-/-*: n = 4. Values are presented as mean ± SD. (F) Dot plots describe donor chimerism of HSCs in recipients 16 weeks after transplantation of wild type (*Znf143* *f/+*) and *Znf143* deleted (*Znf143* *-/-*) fetal liver cells. Each dot represents percentage of donor chimerism in one recipient mouse. *Znf143* *f/+*: n = 5, *Znf143* *-/-*: n = 4. Values are presented as mean ± SD. P values in (B), (D) and (F) are determined by two tailed unpaired t-test (\**p* < 0.05, \*\**p* < 0.01 \*\*\**p* < 0.001).

## Supplementary Figure 6

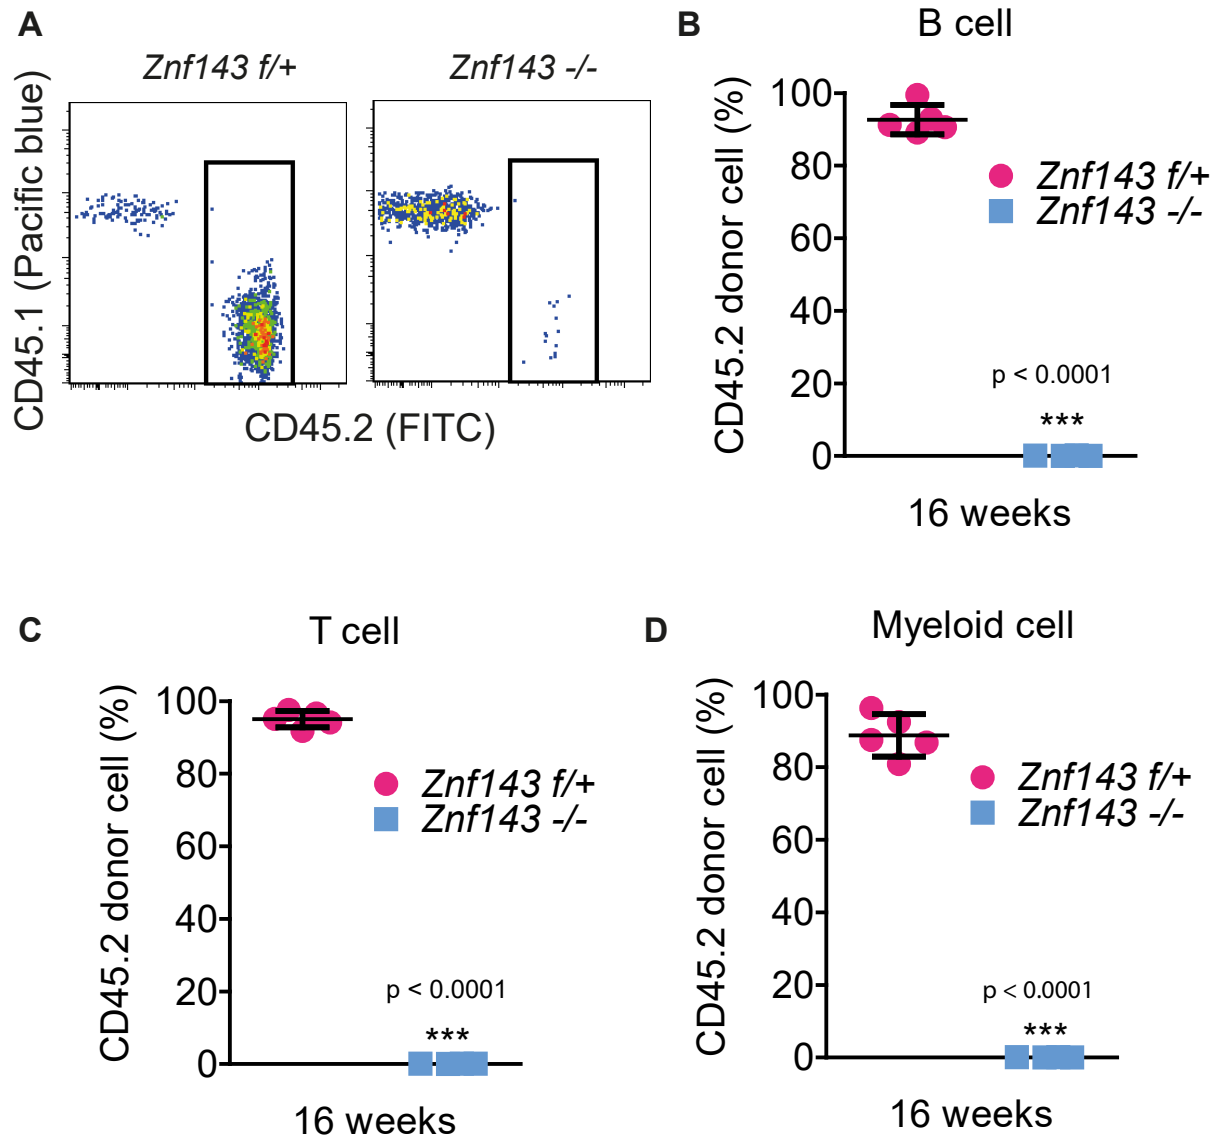

**Supplementary Figure 6. Fetal liver HSPCs fail to reconstitute the hematopoietic system in transplantation after deletion of *Znf143*.**

(A) Dot plot of flow cytometry demonstrating separation of donor-derived cells in peripheral blood from recipients. Cells derived from wild type (*Znf143* *f/+*) or *Znf143* depleted (*Znf143* *-/-*) fetal liver cells are indicated as the CD45.2 positive population, whereas competitor derived cells are indicated as the CD45.1 positive population. (B-D) Dot plots describe donor chimerism of

B cells (B), T cells (C), and myeloid cells (D) in recipients 16 weeks after transplantation. Each dot represents the percentage of donor chimerism in one recipient mouse (*Znf143* *f*<sup>+</sup>, n = 5; *Znf143* *-/-*, n = 4.). Values are presented as mean  $\pm$  SD. P values in (B-D) are determined by a two tailed unpaired t-test ( $***p < 0.001$ ).

Supplementary Figure 7

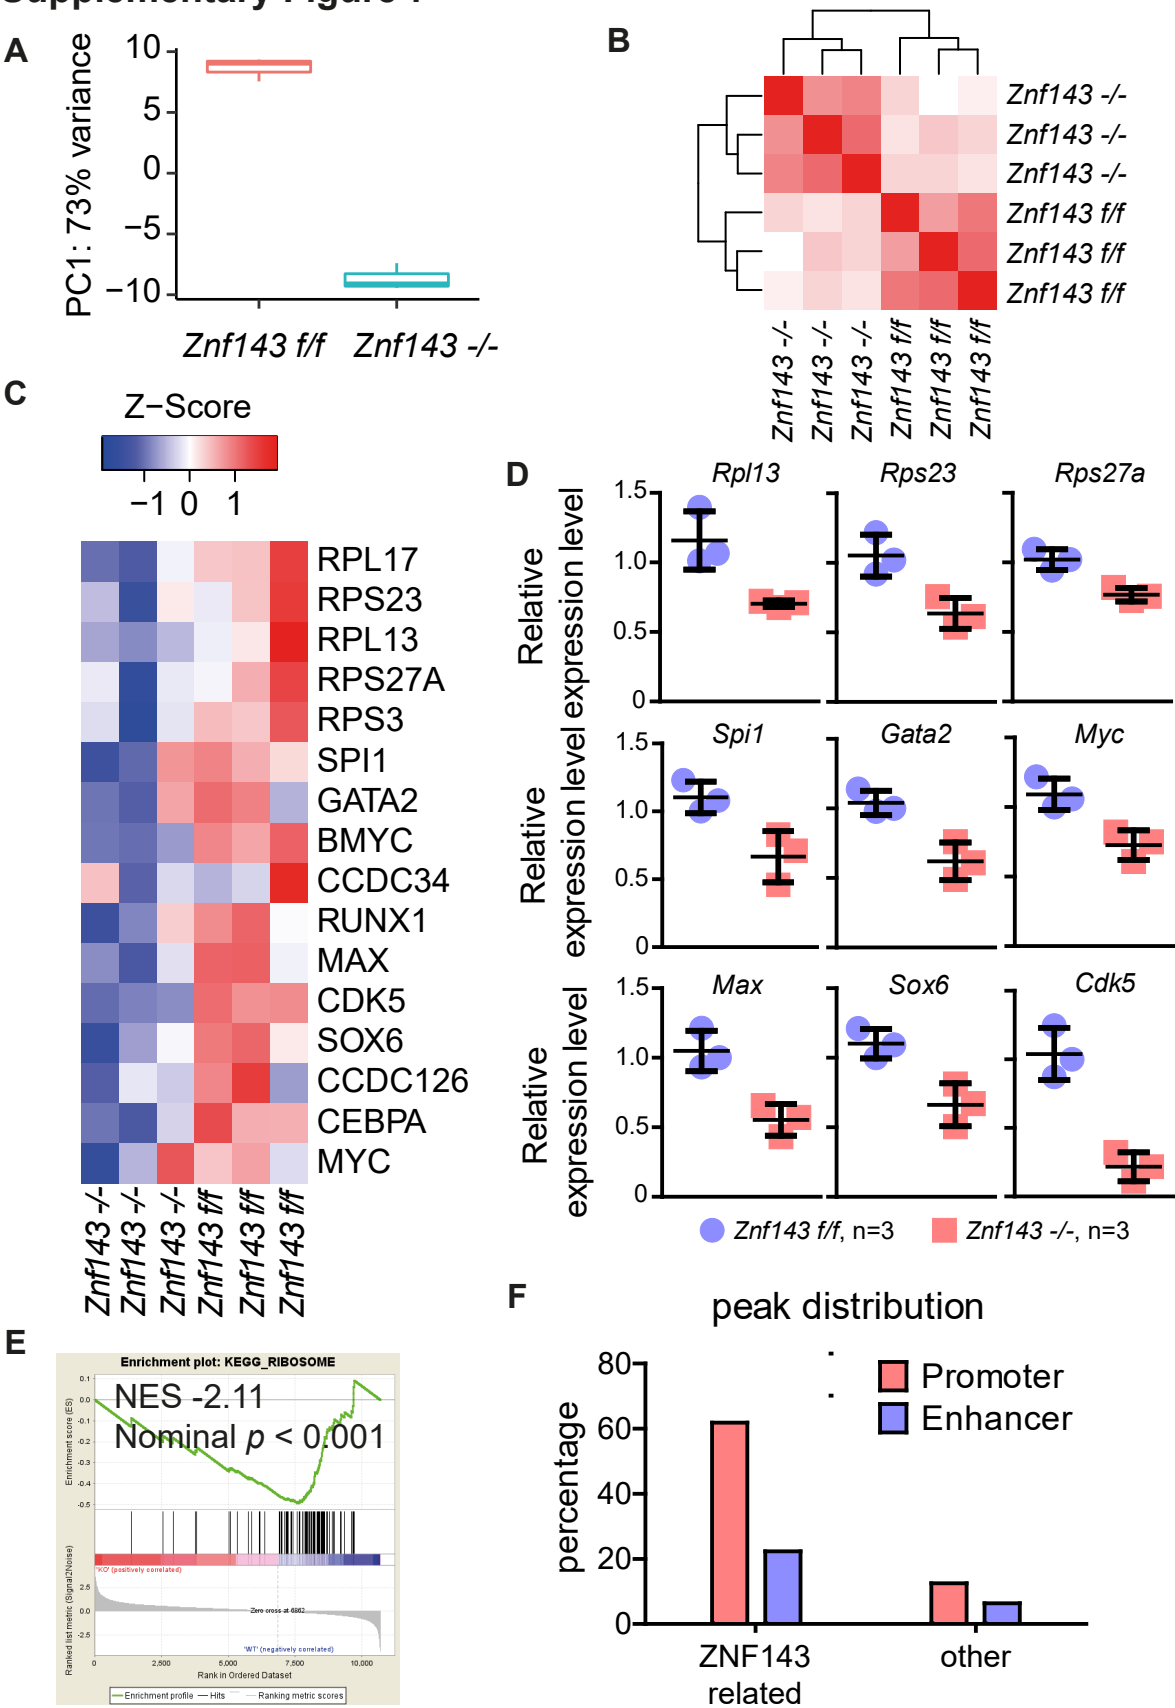

**Supplementary Figure 7. Deletion of *Znf143* leads to changes of transcription profile.**

(A) Box plot describes principal component analysis of RNA-seq data from wild type (*Znf143* *f/f*) and *Znf143* depleted (*Znf143* *-/-*) SLAM population (LSK+ CD150+ CD48-). Y axis presents first component value in each genotype. Boxplot represents median and the 25<sup>th</sup> and 75<sup>th</sup> percentiles of the distribution. The upper and lower whisker represents data no further than 1.5 times the IQR from 25<sup>th</sup> or 75<sup>th</sup> percentiles. (B) Heatmap describes clustering result of RNA-seq data in (A) based on unsupervised hierarchical cluster analysis. 

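The 16 genes of Supplementary Fig. 7C had log2 fold changes between -2.28 and -0.10 in RNA-seq of *Znf143 −/−* against *Znf143 f/f* HSLAM cells, so that all 16 were lower, as deposited and after rescaling by median-of-ratios size factors. With limma, 5 of them had an unadjusted p under 0.05 and 2 an adjusted p under 0.05, both over all genes and over the 16 alone. After rescaling, 11 had an unadjusted p under 0.05, 6 an adjusted p under 0.05 over all genes and 10 over the 16 alone. With rescaling and the replicate block together, *Cdk5* (0.0167) and *Bmyc* (0.0439) kept an adjusted p from limma under 0.05 over all genes. It rose above 0.05 for *Cebpa* (0.163), *Runx1* (0.169), *Max* (0.0994) and *Sox6* (0.152). The authors' own Wald test gave an adjusted p-value under 0.05 for *Bmyc*, *Cdk5*, *Sox6*, *Runx1*, *Max*, *Cebpa*, *Spi1*, *Gata2* and *Myc*. That value was above 0.05 for *Ccdc34*, *Ccdc126* and the ribosomal protein genes among the 16. The legend describes the 16 genes as a selection tied to stem cell function. It does not state whether their expression in these libraries entered the choice. *Cdk5* (chromosome 5, 24418241 to 24423530) had an FPKM of 15.6 ± 1.06 (SD, n = 3) in *Znf143 f/f* and 3.19 ± 0.840 (SD, n = 3) in *Znf143 −/−* libraries, a log2 fold change of -2.28 (standard error 0.217, adjusted p = 0.000896 from limma). *Bmyc* (chromosome 2, 25706739 to 25707721) had an FPKM of 40.3 ± 2.99 and 19.9 ± 1.91 (SD, n = 3 each), a log2 fold change of -1.01 (standard error 0.147, adjusted p = 0.00685 from limma). *Myc* changed least, with a log2 fold change of -0.10 (adjusted p = 0.767 from limma), which became 0.008 without the first *Znf143 −/−* library. That of *Ccdc34* was -0.26 and became 0.015 without the second *Znf143 f/f* library. In 9 of the 16 genes, the libraries of both genotypes did not overlap as deposited. With the third *Znf143 −/−* library divided by its own recovered total, a step chosen after the data were seen, they overlapped only in *Ccdc34* and *Ccdc126*. The log2 fold changes of the ribosomal protein genes *Rpl17*, *Rpl13*, *Rps23*, *Rps27a* and *Rps3* lay between -0.55 and -0.22. In these 5 genes, some deposited FPKM do not correspond to whole fragments, in 2 to 4 libraries per gene, and the deposited p-value does not follow from the deposited test statistic.

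**Figure D4:**
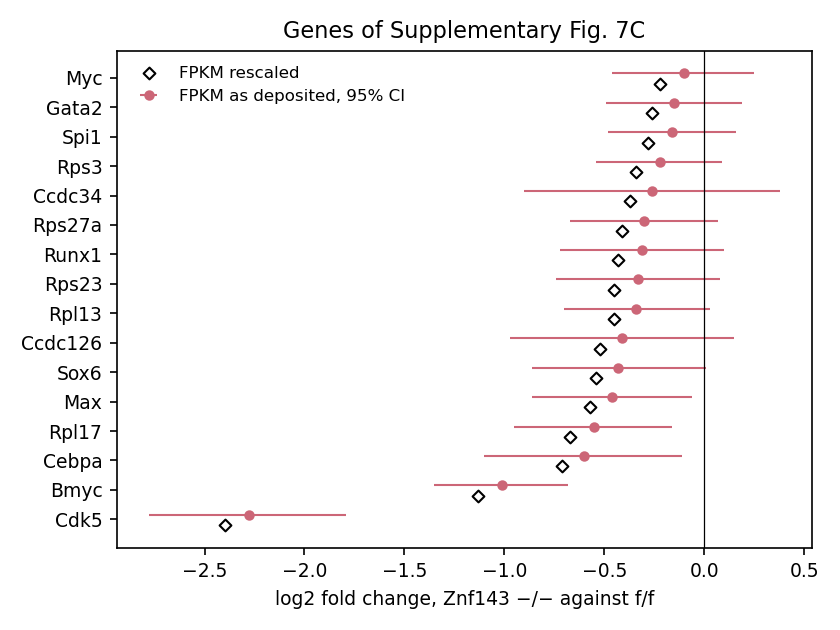
Log2 fold changes (*Znf143 −/−* against *Znf143 f/f*) of the 16 genes of Supplementary Fig. 7C, with 95% confidence intervals from limma for FPKM as deposited (circles), and after rescaling (diamonds). All points lie below 0, from -2.28 for *Cdk5* to -0.10 for *Myc* as deposited.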

(C) Heatmap describes RNA-seq result of selected genes related to hematopoietic stem cell function. (D) RT-qPCR validation of RNA-seq result on certain genes in (C). Relative expression levels are normalized to *β-actin*. n = three biological replicates. Values are presented as mean ± SD. 

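Ribosomal protein genes differed between libraries of the same genotype. Relative to the mean of the *Znf143 f/f* libraries and to all other genes, and after rescaling by median-of-ratios size factors, the median log2 level of the 82 genes was -0.261, 0.439 and -0.18 in the 3 *Znf143 f/f* libraries, in order of replicate. In the *Znf143 −/−* libraries, it was 0.207, -0.574 and -0.427. The first *Znf143 −/−* library was thus above the first and the third *Znf143 f/f* libraries. The values of the genotypes overlapped. For comparison, the same measure was 0.046, -0.03 and -0.012 in *Znf143 f/f* and -0.647, -0.42 and -0.486 in *Znf143 −/−* libraries for the cholesterol biosynthesis genes. Without *Rpl5*, *Rpl17*, *Rps3*, *Rps27a*, *Rpl13* and *Rps23*, whose deposited FPKM are partly not whole fragments, the difference of medians between the other 76 ribosomal protein genes and all other genes was -0.259, and camera's two-sided p was 7.6e-05.

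**Figure D5:**
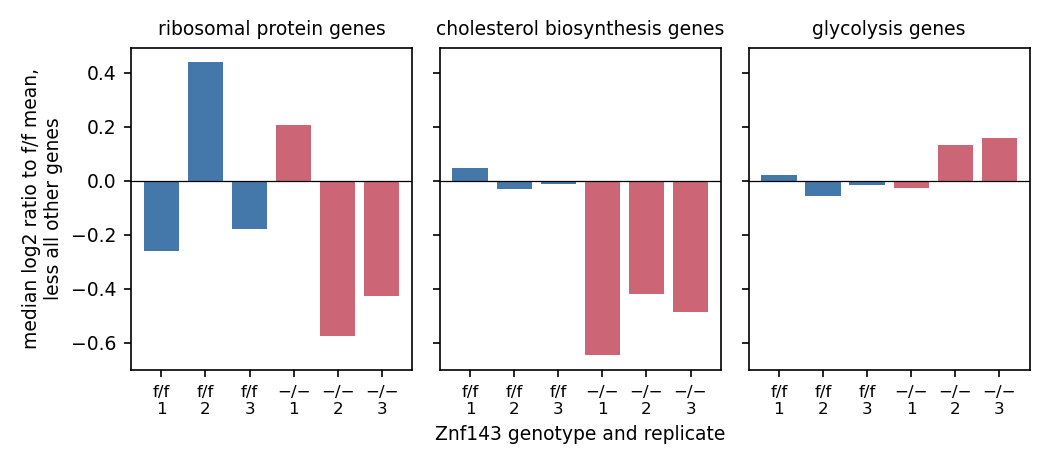
Median log2 ratio of each library to the *Znf143 f/f* mean, less that of all other genes, for ribosomal protein, cholesterol biosynthesis and glycolysis genes, by *Znf143* genotype and replicate. Ribosomal protein genes range from -0.261 to 0.439 in *Znf143 f/f* and from -0.574 to 0.207 in *Znf143 −/−* libraries, whereas the cholesterol biosynthesis genes of the genotypes do not overlap.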

(E) Gene set enrichment analysis (GSEA) plot of Ribosome pathway. NES means normalized enrichment score. *Znf143* *-/-* versus *Znf143* *f/f* is presented. P value is determined as described previously<sup>46</sup>. (F) Bar chart describing peak distribution of different subgroups of CTCF peaks on promoter or enhancer regions. CTCF peaks are sub-grouped as described in Figure 5C, and the percentage of peaks located on promoter or enhancer regions in each subgroup is presented.

Supplementary Figure 8

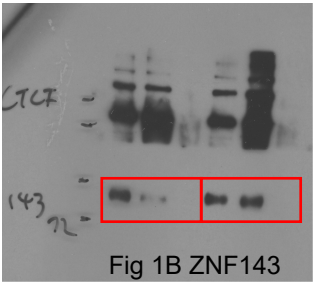

Supplementary Fig 1G  
ZNF143

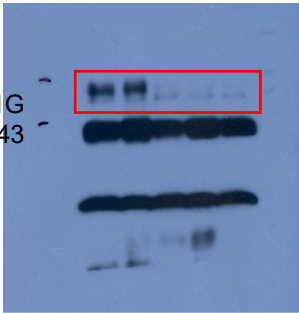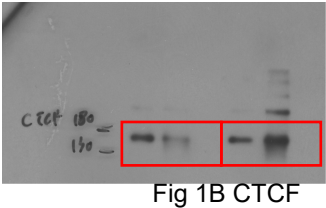

Supplementary Fig 1G  
b-actin

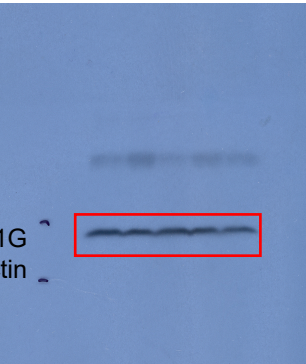

Supplementary Fig 2B  
CTCF

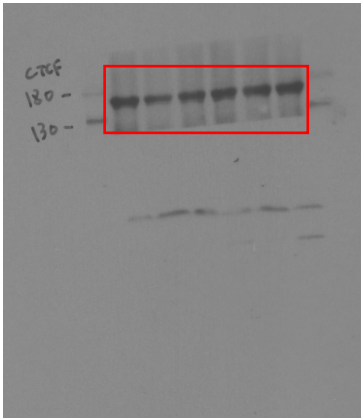

Supplementary Fig 2B  
ZNF143

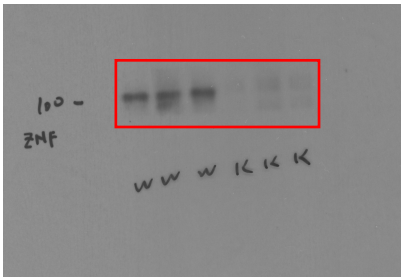

Supplementary Fig 2B  
b-actin

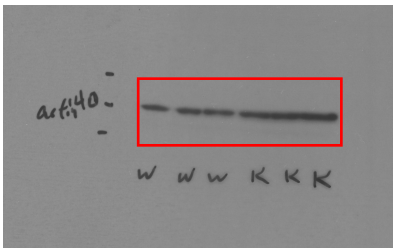

Supplementary Figure 8. Full scans of Western-blot.

Full scans of Western-blot of Figure 1B; Supplementary Figures 1G; 2B.

## Supplementary Figure 9

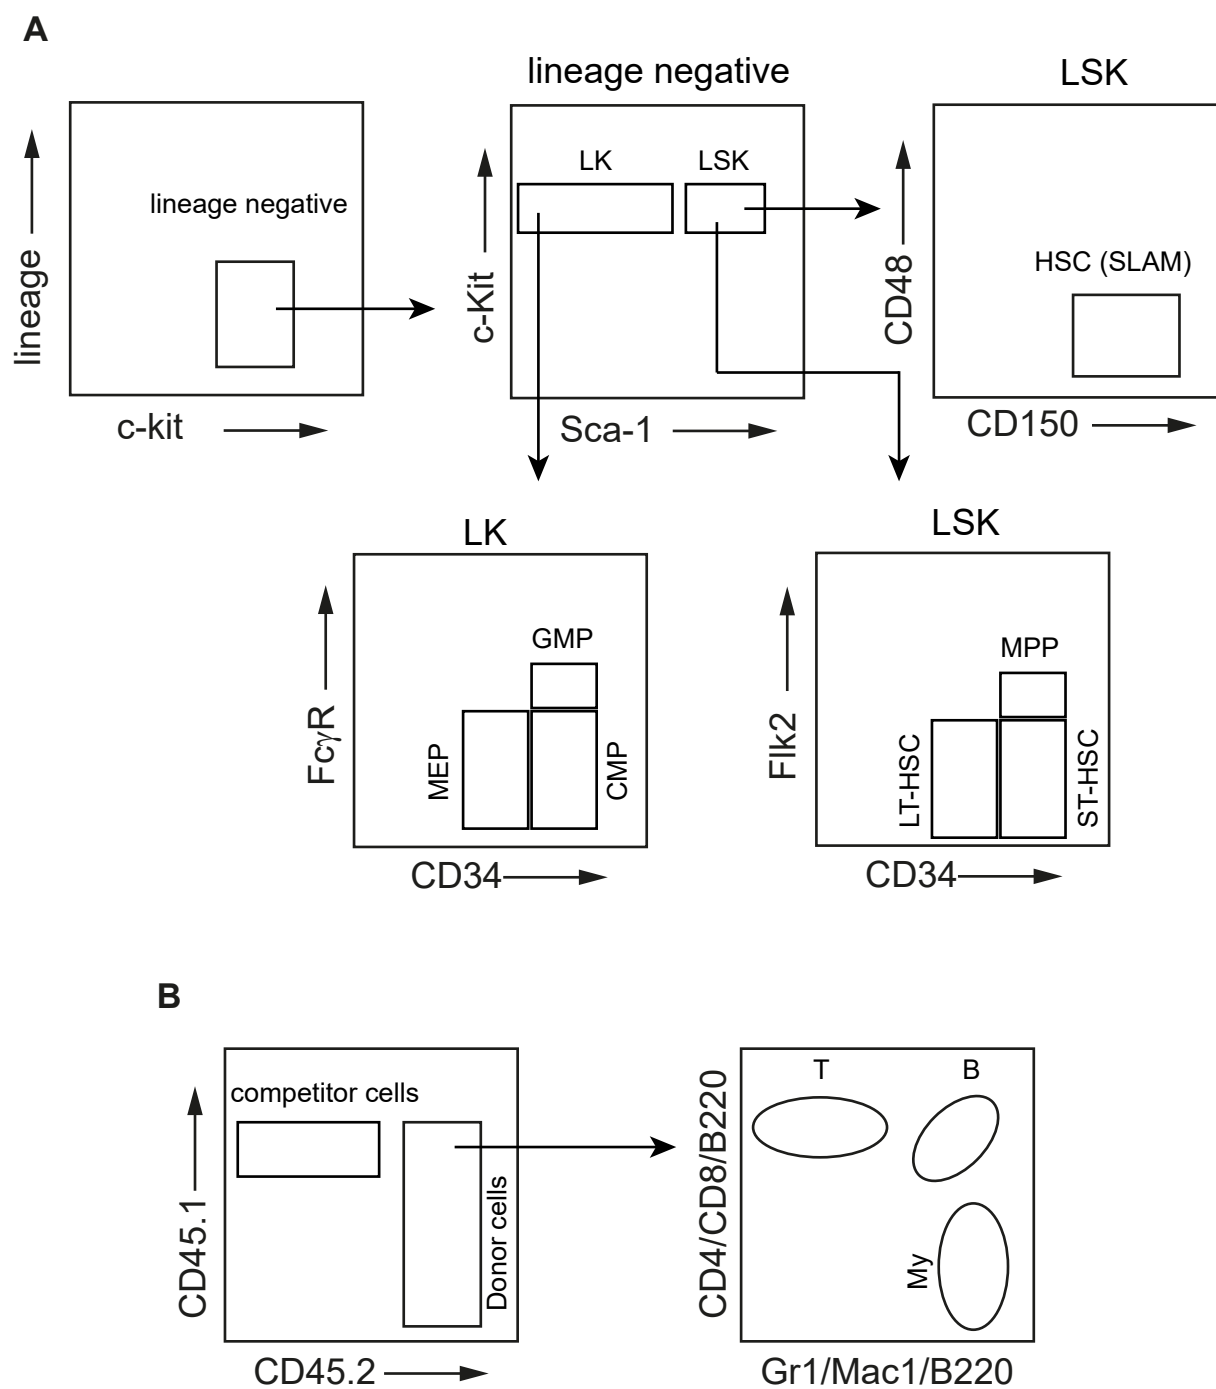

**Supplementary Figure 9. Gating/sorting strategies for all flow cytometry and FACS.**

Gating strategies to determine and/or sort (A) lineage negative, LSK, LK, HSC (SLAM),

LT-HSC, ST-HSC, MPP, CMP, GMP, and MEP population in fetal liver cells or BMCs; **(B)**  
donor cell, competitor cell; donor-cell-derived B-cell, T-cell, and myeloid cell population  
presented on Figures 4C-F, Supplementary Figures 5C-F, 6.

# Supplementary material for: ZNF143 mediates CTCF-bound promoter–enhancer loops required for murine hematopoietic stem and progenitor cell function
**Source:** Nat Commun. 2021 Jan 4;12:43. doi: 10.1038/s41467-020-20282-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: CTCF peaks clustering by ZNF143

File Name: Supplementary Data 2

Description: CTCF and ZNF143 motifs located within 100bp

File Name: Supplementary Data 3

Description: Differential expressed gene list (P value is determined by Wald test)

File Name: Supplementary Data 4

Description: HiC loops list

File Name: Supplementary Data 5

Description: Annotation of ZNF143 affected loops

File Name: Supplementary Data 6

Description: CTCF motifs detected on loop anchors

File Name: Supplementary Data 7

Description: HiC detected TADs list

File Name: Supplementary Data 8

Description: List of Genes with strong ZNF143 association

File Name: Supplementary Data 9

Description: Staining strategy for different cell populations

File Name: Supplementary Data 10

Description: List of antibodies used in this study

File Name: Supplementary Data 11

Description: List of primers used in this study

# Supplementary material for: ZNF143 mediates CTCF-bound promoter–enhancer loops required for murine hematopoietic stem and progenitor cell function
**Source:** Nat Commun. 2021 Jan 4;12:43. doi: 10.1038/s41467-020-20282-1
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collection was done with BD FACSDiva software (v8.0.1) for the flow cytometry experiment. Illumina bcl2fastq2 Conversion Software (v2.20) was used for Next Generation Sequencing library demultiplexing.                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | R (v3.5.1), Rstudio (v1.1.456), ggplot (3.2.1), Fastqc (v0.11.5), STAR (v2.5.1b_modified), TrimGalore (v0.6.0), FeatureCounts (v1.5.2), DESeq2 (v1.22.2), GSEA (v4.0.3), IGV (v2.3.74), bedtools (v2.25.0), bedGraphToBigWig (v4), bowtie2 (v2.2.9), Samtools (v1.9), MACS2 (v2.1.1.20160309), HOMER (v4.10.3), RSAT (Sep 24 04:31:43 2020), deeptools (v3.1.1), ngsplot (v2.61), Juicer tools (v1.9.9_jcuda.0.8), Juicebox (1.11.08), HiC-Pro (2.11.3), FlowJo (v7.5) and GraphPad Prism (v5.01).<br>Custom code is available upon reasonable request. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The ChIP-seq, RNA-seq, and HiC data that support the findings of this study have been deposited in GEO with the GEO accession number GSE144712 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144712>]. Biological material used in this study can be obtained from the authors upon request. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample sizes. Sample sizes were chosen in order to be able to perform statistical analyses, as is standard in the field (doi: 10.1182/blood.2019001279)                  |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                  |
| Replication     | To verify the reproducibility of our findings, experiments were performed using at least three biological replicates, unless clearly stated otherwise in the figure legends. All attempts at replication were successful. |
| Randomization   | Match randomization, according to age and gender, was applied to allocate animals to control or experimental groups.                                                                                                      |
| Blinding        | No blinding was applied for in vivo mice experiments and rest experiments during data collection as almost all data are quantitative and not easily subjected to investigator bias.                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

antibodies for FACS  
 Ly-6G/Ly-6C Monoclonal Antibody (RB6-8C5) PE-Cyanine7 Cat # 25-5931-82 eBioscience Lot. E07648-1634 Clone: RB6-8C5  
 CD11b Monoclonal Antibody (M1/70) PE-Cyanine7 Cat # 25-0112-82 eBioscience Lot. 4289817 Clone: M1/70  
 CD3e Monoclonal Antibody (145-2C11) PE-Cyanine7 Cat # 25-0031-82 eBioscience Lot. 4293485 Clone: 145-2C11  
 anti-mouse CD4 PE-Cyanine7 Cat # 25-0041-82 eBioscience Lot. E07501-1634 Clone: GK1.5  
 CD8a Monoclonal Antibody (53-6.7) PE-Cyanine7 Cat # 25-0081-82 eBioscience Lot. E07510-1635 Clone: 53-6.7  
 CD45R (B220) Monoclonal Antibody (RA3-6B2) PE-Cyanine7 Cat # 25 0452-82 eBioscience Lot. E07569-1636 Clone: RA3-6B2  
 CD19 Monoclonal Antibody (eBio1D3 (1D3)) PE-Cyanine7 Cat # 25 0193 82 eBioscience Lot. E07526-1635 Clone: eBio1D3  
 TER-119 Monoclonal Antibody (TER-119) PE-Cyanine7 Cat # 25-5921-82 eBioscience Lot. E07646-1634 Clone: TER-119  
 CD117 (c-Kit) Monoclonal Antibody (2B8) APC Cat # 17-1171-82 eBioscience Lot. 4277766 Clone: 2B8  
 APC/Cy7 anti-mouse Ly-6A/E (Sca-1) Antibody Cat # 108126 BioLegend Lot. B214144 Clone: D7  
 PE anti-mouse CD150 (SLAMF) Antibody Cat # 115904 BioLegend Lot. B127947 Clone: TC15-12F12.2  
 FITC anti-mouse CD48 Antibody Cat # 103404 BioLegend Lot. E00337-1630 Clone: HM48-1  
 anti-mouse CD34 FITC Cat # 11-0341-82 eBioscience Lot. 4276888 Clone: RAM34  
 PE Rat anti-mouse CD16/CD32 Cat # 553145 BD Biosciences Lot. 02479 Clone: 2.4G2  
 Anti-mouse CD135 (Flt-3) PE Cat # 12-1351-82 eBioscience Lot. E01494-1630 Clone: A2F10  
 Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody Cat # 108404 BioLegend Lot. B171592 Clone: RB6-8C5  
 CD11b Monoclonal Antibody (M1/70) Biotin Cat # 13-0112-82 eBioscience Lot. E02411-1631 Clone: M1/70  
 Biotin anti-mouse CD3e Antibody Cat # 100304 BioLegend Lot. B171606 Clone: 145-2C11  
 Biotin anti-mouse CD8a Antibody Cat # 100704 BioLegend Lot. B180225 Clone: 53-6.7  
 Biotin anti-mouse/human CD45R/B220 Antibody Cat # 103204 BioLegend Lot. B178627 Clone: RA3-6B2  
 Biotin anti-mouse CD19 Antibody Cat # 115504 BioLegend Lot. B192314 Clone: 6D5  
 Biotin anti-mouse TER-119/Erythroid Cells Antibody Cat # 116204 BioLegend Lot. B203465 Clone: TER-119

CD45.1 Monoclonal Antibody (A20) eFluor 450 Cat # 48-0453-82 eBioscience Lot. E08504-1630 Clone: A20  
 FITC Mouse Anti-Mouse CD45.2 Clone 104 Cat # 553772 BD Biosciences Lot. 23167 Clone: 104  
 CD45R (B220) Monoclonal Antibody (RA3-6B2) APC Cat # 17-0452-82 eBioscience Lot. E07151-1632 Clone: RA3-6B2  
 APC anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody Cat # 108412 BioLegend Lot. B166444 Clone: RB6-8C5  
 CD11b Monoclonal Antibody (M1/70) APC Cat # 17-0112-82 eBioscience Lot. E07073-1633 Clone: M1/70  
 Streptavidin MicroBeads Cat # 130-048-101 Miltenyi Biotec Lot. 5190628108  
 CD117 MicroBeads mouse Cat # 130-091-224 Miltenyi Biotec Lot. 5191010027  
 antibodies for ChIP and Western-blot  
 Anti-ZNF143 rabbit serum generated in our lab  
 Anti-CTCF antibody Cat# 07-729 Millipore Lot. 2757161  
 Tri-Methyl-Histone H3 (Lys27) Cat# 9733BC Cell Signaling Technology Lot. 8 Clone: C36B11  
 Rabbit polyclonal to Histone H3 (acetyl K27) - ChIP Grade Cat# ab4729 Abcam Lot. GR261979-1  
 Anti-ZNF143 mouse monoclonal (M01), clone 2B4 Cat# H00007702-M01 Abnova clone: 2B4  
 Anti-b-actin HRP conjugated Cat# sc-47778 HRP Santa Cruz Lot. J2915 Clone: C4

## Validation

<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/25-5931-82>  
<https://www.thermofisher.com/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/25-0112-82>  
<https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/25-0031-82>  
<https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/25-0081-82>  
<https://www.thermofisher.com/antibody/product/CD4-Antibody-clone-GK1-5-Monoclonal/25-0041-82>  
<https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/25-0452-82>  
<https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/25-0193-82>  
<https://www.thermofisher.com/antibody/product/TER-119-Antibody-clone-TER-119-Monoclonal/25-5921-82>  
<https://www.thermofisher.com/antibody/product/CD117-c-Kit-Antibody-clone-2B8-Monoclonal/17-1171-82>  
<https://www.biolegend.com/en-us/search-results/apc-cy7-anti-mouse-ly-6a-e-sca-1-antibody-6752>  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd150-slam-antibody-1369>  
<https://www.biolegend.com/en-us/products/fic-anti-mouse-cd48-antibody-291>  
<https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-RAM34-Monoclonal/11-0341-82>  
<https://www.bdbiosciences.com/us/applications/research/b-cell-research/surface-markers/mouse/pe-rat-anti-mouse-cd16cd32-24g2/p/553145>  
<https://www.thermofisher.com/antibody/product/CD135-Flt3-Antibody-clone-A2F10-Monoclonal/12-1351-82>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-ly-6g-ly-6c-gr-1-antibody-457>  
<https://www.thermofisher.com/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/13-0112-82>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd3epsilon-antibody-22>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd8a-antibody-152>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-human-cd45r-b220-antibody-444>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd19-antibody-1527>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-ter-119-erythroid-cells-antibody-1864>  
<https://www.thermofisher.com/antibody/product/CD45-1-Antibody-clone-A20-Monoclonal/48-0453-82>  
<https://www.bdbiosciences.com/sg/applications/research/stem-cell-research/cancer-research/mouse/fic-mouse-anti-mouse-cd452-104/p/553772>  
<https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/17-0452-82>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-456>  
<https://www.thermofisher.com/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/17-0112-82>  
<https://www.miltenyibiotec.com/SG-en/products/mac-cell-separation/cell-separation-reagents/microbeads-and-isolation-kits/any-cell-type/streptavidin-microbeads.html#130-048-101>  
<https://www.miltenyibiotec.com/SG-en/products/mac-cell-separation/cell-separation-reagents/microbeads-and-isolation-kits/hematopoietic-stem-cells/cd117-microbeads-mouse.html#130-091-224>  
[https://www.merckmillipore.com/SG/en/product/Anti-CTCF-Antibody,MM\\_NF-07-729?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/SG/en/product/Anti-CTCF-Antibody,MM_NF-07-729?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)  
<https://www.cellsignal.com/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>  
<https://www.abcam.com/histone-h3-acetyl-k27-antibody-chip-grade-ab4729.html>  
[https://www.novusbio.com/products/znf143-antibody-2b4\\_h00007702-m01](https://www.novusbio.com/products/znf143-antibody-2b4_h00007702-m01)  
<https://www.scbt.com/p/beta-actin-antibody-c4>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                         |
|-------------------------------------------------------------------|-------------------------------------------------------------------------|
| Cell line source(s)                                               | Drosophila cell line Schneider2 (S2) was purchased from ATCC            |
| Authentication                                                    | All cell lines have been authenticated by short tandem repeat analysis. |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma.                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                          |
|--------------------|--------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | 8-12 weeks old male C57BL/6J, Mx1-Cre, and Vav1-iCre mice were obtained from The Jackson Laboratory; Rosa26ERT2-Cre mice |
|--------------------|--------------------------------------------------------------------------------------------------------------------------|

## Laboratory animals

were obtained from Yoshiaki Ito. Znf143 flox mice were generated by our lab. Znf143 f/f female mice (12-14 weeks old) were used for time mating; Znf143 f/f x Mx1 Cre+ (8-12 weeks old, male), Znf143 f/f; Mx1 Cre- (8-12 weeks old, male), Znf143 f/f x Rosa26ERT2 Cre+ (8-12 weeks old, male) Znf143 f/f x Rosa26ERT2 Cre- mice (8-12 weeks old, male) mice were used for Znf143 depletion as described in Methods.

## Wild animals

The study did not involve wild animals.

## Field-collected samples

The study did not involve samples collected from the field.

## Ethics oversight

All animal experiments were performed with approval from the Institutional Animal Care and Use Committee of National University of Singapore

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144712>  
token: wtajigsiznmbtut

## Files in database submission

1-pos\_R1.fastq.gz  
1-pos\_R2.fastq.gz  
2-pos\_R1.fastq.gz  
2-pos\_R2.fastq.gz  
3-pos\_R1.fastq.gz  
3-pos\_R2.fastq.gz  
4-neg\_R1.fastq.gz  
4-neg\_R2.fastq.gz  
5-neg\_R1.fastq.gz  
5-neg\_R2.fastq.gz  
6-neg\_R1.fastq.gz  
6-neg\_R2.fastq.gz  
KO\_input\_R1.fastq.gz  
KO\_input\_R2.fastq.gz  
KO-CTCF-ckit\_R1.fastq.gz  
KO-CTCF-ckit\_R2.fastq.gz  
KO-H3K27me3-ckit\_R1.fastq.gz  
KO-H3K27me3-ckit\_R2.fastq.gz  
KO-H3K27ac-ckit\_R1.fastq.gz  
KO-H3K27ac-ckit\_R2.fastq.gz  
KO-ZNF143\_R1.fastq.gz  
KO-ZNF143\_R2.fastq.gz  
WT-ZNF143\_R1.fastq.gz  
WT-ZNF143\_R2.fastq.gz  
WT-H3K27me3\_R1.fastq.gz  
WT-H3K27me3\_R2.fastq.gz  
WT\_SGL01927\_H2WG2BBXX\_L7\_1.fq.gz  
WT\_SGL01927\_H2WG2BBXX\_L7\_2.fq.gz  
WT\_SGL01927\_H2WG2BBXX\_L8\_1.fq.gz  
WT\_SGL01927\_H2WG2BBXX\_L8\_2.fq.gz  
KO\_SGL01928\_H2WFNBXX\_L1\_1.fq.gz  
KO\_SGL01928\_H2WFNBXX\_L1\_2.fq.gz  
KO\_SGL01928\_H2WFNBXX\_L2\_1.fq.gz  
KO\_SGL01928\_H2WFNBXX\_L2\_2.fq.gz  
WT-CTCF-ckit\_R1.fastq.gz  
WT-CTCF-ckit\_R2.fastq.gz  
WT-H3K27ac-ckit\_R1.fastq.gz  
WT-H3K27ac-ckit\_R2.fastq.gz  
WT\_input\_R1.fastq.gz  
WT\_input\_R2.fastq.gz  
KO-CTCF-ckit\_2\_R1.fastq.gz  
KO-CTCF-ckit\_2\_R2.fastq.gz  
KO-H3K27ac-ckit\_2\_R1.fastq.gz  
KO-H3K27ac-ckit\_2\_R2.fastq.gz  
KO-H3K27me3-ckit\_2\_R1.fastq.gz  
KO-H3K27me3-ckit\_2\_R2.fastq.gz  
WT-CTCF-ckit\_2\_R1.fastq.gz  
WT-CTCF-ckit\_2\_R2.fastq.gz  
WT-H3K27ac-ckit\_2\_R1.fastq.gz

WT-H3K27ac-ckit\_2\_R2.fastq.gz  
 WT-H3K27me3-ckit\_2\_R1.fastq.gz  
 WT-H3K27me3-ckit\_2\_R2.fastq.gz  
 WT-ZNF143-ckit\_2\_R1.fastq.gz  
 WT-ZNF143-ckit\_2\_R2.fastq.gz  
 KO\_input\_mm10.bowtie2.rd.bw  
 KO-CTCF-ckit\_mm10.bowtie2.rd.bw  
 KO-H3K27me3-ckit\_mm10.bowtie2.rd.bw  
 KO-H3K27ac-ckit\_mm10.bowtie2.rd.bw  
 KO-ZNF143\_mm10.bowtie2.rd.bw  
 WT-ZNF143\_mm10.bowtie2.rd.bw  
 WT-H3K27me3\_mm10.bowtie2.rd.bw  
 T\_KO\_1.bw  
 T\_KO\_2.bw  
 T\_KO\_3.bw  
 T\_WT\_1.bw  
 T\_WT\_2.bw  
 T\_WT\_3.bw  
 WT-CTCF-ckit\_mm10.bowtie2.rd.bw  
 WT-H3K27ac-ckit\_mm10.bowtie2.rd.bw  
 WT\_input\_mm10.bowtie2.rd.bw  
 KO-CTCF-ckit\_2\_mm10.bowtie2.rd.bw  
 KO-H3K27ac-ckit\_2\_mm10.bowtie2.rd.bw  
 KO-H3K27me3-ckit\_2\_mm10.bowtie2.rd.bw  
 WT-CTCF-ckit\_2\_mm10.bowtie2.rd.bw  
 WT-H3K27ac-ckit\_2\_mm10.bowtie2.rd.bw  
 WT-H3K27me3-ckit\_2\_mm10.bowtie2.rd.bw  
 WT-ZNF143-ckit\_2\_mm10.bowtie2.rd.bw  
 WT\_inter\_30.hic  
 KO\_inter\_30.hic  
 ZNF143\_HSLAM\_st\_DESeq2\_FPKM.txt

Genome browser session  
(e.g. [UCSC](#))

[http://137.132.97.62/public\\_hubs/qiling/ZNF-CTCF/hubs.txt](http://137.132.97.62/public_hubs/qiling/ZNF-CTCF/hubs.txt)

## Methodology

Replicates

all ChIP-seq except KO ZNF143 were performed in two biological replicate. All ChIP-seq data are derived from the analysis of both replicates. Correlation of replicates was assessed with the deepTools command “multiBigwigSummary BED-file”.

Sequencing depth

KO-CTCF-ckit 23928909 16526476 76 paired-end  
 KO-H3K27ac-ckit 23925931 20948935 76 paired-end  
 KO-ZNF143-ckit 28328887 19144574 76 paired-end  
 KO-H3K27me3-ckit 30943700 23823431 76 paired-end  
 WT-ZNF143-ckit 19554128 13418185 76 paired-end  
 WT-H3K27me3-ckit 25232443 19519736 76 paired-end  
 WT-CTCF-ckit 30453013 20073152 76 paired-end  
 WT-H3K27ac-ckit 28628302 22768973 6 paired-end  
 KO-CTCF-ckit\_2 32120617 21974627 76 paired-end  
 KO-H3K27ac-ckit\_2 22747152 19332011 76 paired-end  
 KO-H3K27me3-ckit\_2 21183615 6001007 76 paired-end  
 WT-ZNF143-ckit\_2 20316305 13742621 76 paired-end  
 WT-CTCF-ckit\_2 23914632 16751762 76 paired-end  
 WT-H3K27ac-ckit\_2 23023797 19567050 76 paired-end  
 WT-H3K27me3-ckit\_2 33205363 21968013 76 paired-end

Antibodies

Anti-ZNF143 rabbit serum generated in our lab  
 Anti-CTCF antibody Cat# 07-729 Millipore Lot. 2757161  
 Tri-Methyl-Histone H3 (Lys27) Cat# 9733BC Cell Signaling Technology Lot. 8 Clone: C36B11  
 Rabbit polyclonal to Histone H3 (acetyl K27) - ChIP Grade Cat# ab4729 Abcam Lot. GR261979-1

Peak calling parameters

Samples were aligned to the mouse genome (build mm10, GRCh38) with bowtie2 (v2.2.9) with default parameters. Next, non-duplicate reads that mapped to the reference chromosomes were retained using Samtools (v1.9). Peaks were identified with MACS2 (v2.1.1.20160309) for narrow peaks with the parameters “-q 0.01--call-summits” and for broad peaks with the parameters “--broad-cutoff 0.01”.

Data quality

sample > 5FC > -log10q(0.05)  
 KO-CTCF 5430 5481  
 KO-H3K27me3 3150 41338  
 KO-H3K27ac 17775 34924  
 WT-ZNF143 7126 9326  
 WT-CTCF 25622 31997  
 WT-H3K27ac 17178 31846  
 WT-H3K27me3 5813 22855

## Software

Fastqc (v0.11.5), TrimGalore (v0.6.0), bowtie2 (v2.2.9), Samtools (v1.9), MACS2 (v2.1.1.20160309), HOMER (v4.10.3), bedtools (v2.25.0), bedGraphToBigWig (v4), IGV (v2.3.74), deeptools (v3.1.1), ngsplot (v2.61)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

After CO2 euthanasia, mice were dissected for vertebrae, femur, tibia, and hip collection. Bones were crushed using a pestle with ice cold PBS and then bone marrow cells suspension were filtered through a 70 µm BD cell strainer. Red blood cells were removed with RBC lysis buffer treatment. White blood cells were stained as described in the methods session.

#### Instrument

BD FACSArial sorter

#### Software

Data collection was done with BD FACSDiva software (v8.0.1) for the flow cytometry experiment.  
Data processing was done with FlowJo (v7.5)

#### Cell population abundance

HSLAM: 0.005%~0.01%; ckit: 1%~2%

#### Gating strategy

lineage (CD3+ CD8+ B220+ CD19+ Ter119+), LSK (lineage- Sca-1+ ckit+), LK (lineage- Sca-1- ckit+), ckit (lineage- ckit+), HSLAM(LSK, CD150+ CD48-), LT-HSC (LSK CD34- Flk2-), ST-HSC (LSK CD34+ Flk2-), MPP (LSK CD34+ Flk2+), CMP (LK CD34+ FcyR-), GMP (LK CD34+ FcyR+), and MEP (LK CD34- FcyR-)

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

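RNA-seq of HSLAM cells (LSK+ CD150+ CD48−) from 3 *Znf143 f/f* and 3 *Znf143 −/−* mice was analysed from the 1 processed table that the authors deposited. ChIP-seq and HiC samples of the study were not analysed here. The libraries were assigned to genotypes by the labels of the samples, which call the deleted genotype a CTCF knockout, and by the paper, which describes it as *Znf143 −/−*. The FPKM of *Zfp143* in each library matches the paper's assignment. The replicate numbers used as a block come from the labels of the samples. The paper describes the mice as 3 pairs of littermates and does not state which libraries form a pair.

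The authors trimmed reads with TrimGalore, aligned them to GRCm38 with STAR, counted fragments with FeatureCounts and compared genotypes with DESeq2. They deposited for each gene the FPKM of each library, which are fragments per kilobase of the listed gene length, scaled by the divisor of the library. The authors also deposited the mean normalized count over libraries, the log2 fold change with its standard error, the Wald test statistic (a score of the signal over its standard error), the p-value and the adjusted p-value of their comparison. The signal of the authors' columns is used only as theirs, for comparison. The table lists 23116 genes by symbol, of which 22193 (96.0%) were found in GENCODE release 21 for mouse on GRCm38, from which coordinates, gene types and exons were taken, and 21 symbols had been turned into dates.

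Fragments per gene and the FPKM divisor of each library were recovered from FPKM times gene length, taking a value within 0.05 of a whole number as whole. Of 138696 values, 138677 were whole, and the other 19 lie in 6 ribosomal protein genes. For 99.967% of the genes checked, the mean count that follows from the recovered fragments was within 0.1% of the deposited mean count. The median ratio of both was 1.00. Genes with a low mean count were left out of this check. Fragments on genes were 38643255, 54062901 and 44502715 in the *Znf143 f/f* and 47491463, 48374495 and 57895793 in the *Znf143 −/−* libraries. A value of 0 means fewer than 1 fragment, and 3 fragments were taken as the smallest number that is told apart from 0. FPKM as deposited were used for the main results, so that the third *Znf143 −/−* library carries the divisor of the second.

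Genes with a mean FPKM of at least 0.1 over the 6 libraries were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend), without a block, and adjusted by the Benjamini-Hochberg method. Gene sets were tested with limma's camera, two-sided, with an inter-gene correlation of 0.01. Direct targets were taken from Supplementary Data 8 (1383 matched by symbol, 5 in another case, 31 by an older symbol) and compared in expression by a two-sided Mann-Whitney test. Genes of loops were taken from the first rows of Supplementary Data 4, which cover only part of the genome. In these rows, 1994 entries of 1416 loops name 1569 genes, of which 1097 are in the table. A further 4 entries without a numeric fold were left out. Genes on a loop weakened at least 1.5-fold were compared with genes whose loops all changed less, by a two-sided permutation test of medians with 100000 permutations of genes. Principal components used the 500 most variable genes, centred and not scaled. Matched sets were drawn 10000 times from 10 bins of equal size. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The gene lists of pathways, marker genes and chromatin structure factors were written before the expression values were examined.

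The genes named are those that the paper names and, of genes with an adjusted p under 0.05, a mean FPKM of at least 1 and no overlap between genotypes, the 5 with the highest and the 5 with the lowest log2 fold change. Members of the pathway and marker lists are named where their adjusted p as deposited is under 0.05. Single genes of the cholesterol biosynthesis list are not reported here. *Zfp76* was not found in the table under this symbol.

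The fit was tested on simulated fragments with 200 genes changed by known folds. Of 18817 genes tested, 182 were called at an adjusted p under 0.05, 170 of the 200 changed genes (85%) among them, and 11 calls (6.04%) were unchanged genes outside the simulated sets. With limma's camera, the p of a set of 80 lowered genes was 2.56e-33 and that of a set of 80 unchanged genes was 0.588. The simulated genes varied independently, and each simulated library was divided by its own total. The simulation thus cannot show how the tests behave with correlated genes or with the divisor of another library.

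The alternatives tried were pseudocounts of 0.01 and 1, no filter, a mean FPKM of at least 1, FPKM rescaled by median-of-ratios size factors, limma's voom on recovered fragments, a fit without the variance trend, a fit with the replicate number as a block, an inter-gene correlation estimated from the data, other genes matched on expression, a loop threshold of 2-fold, and each library left out. Added after the data were seen were the division of the third *Znf143 −/−* library by its own recovered total, the rescaling together with the block, and the ribosomal set without the 6 genes with values that are not whole fragments.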

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

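The test on gene length and the division of the third *Znf143 −/−* library by its own recovered total were chosen only after the results were seen. The other tests of this part were set before. The 5 genes that rose most, the myeloid marker genes and the interferon response genes are described because they lie outside the genes that the paper discusses and are higher in *Znf143 −/−* than in the *Znf143 f/f* control libraries. Genes and marker lists that were lower are given for comparison.

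The 5 genes that rose most were *Gm7240* (log2 fold change 5.68), *Dntt* (4.95), *Trnp1* (4.72), *Gm26306* (4.51) and *Mir7224* (4.40). Each was higher in 3 of 3 *Znf143 −/−* libraries than in every *Znf143 f/f* library, which their selection for no overlap between genotypes required. *Gm7240*, annotated as a transcribed processed pseudogene, had 0 to 7 fragments in *Znf143 f/f* and 544 to 1376 in *Znf143 −/−* libraries, *Dntt* 0 to 28 and 659 to 972, and *Trnp1* 0 to 1 and 97 to 311. Fragments of *Gm7240* cannot be separated from those of similar copies with this table. Because the *Znf143 f/f* libraries of *Trnp1*, *Gm26306* and *Mir7224* have at most 1 fragment, their changes are lower bounds. Measured against 3 fragments and taken from the *Znf143 −/−* means as deposited, they are at least 73.2-fold, 4.24-fold and 2.08-fold higher. These bounds do not hold in each *Znf143 −/−* library. Of the genes that fell most, *Mir28c*, *Mir146* and *Gm25283* had 0 fragments in all *Znf143 −/−* libraries. Taken from the *Znf143 f/f* means, they are at least 2.64-fold, 2.36-fold and 2.58-fold lower. The *Znf143 f/f* libraries had 3 to 16 fragments of *Mir146* and 1 to 11 of *Gm25283*, so that these 2 bounds rest on single libraries. *Gm26306* rests on 7 to 21 fragments in *Znf143 −/−* libraries and *Mir7224* on 4 to 12. Together with the 5 genes that fell most, 5 of these 10 genes had under 100 fragments in every library, and the same number, 5 of 10, were shorter than 150 bases. Low fragment numbers are thus a candidate explanation for the size of the changes in *Gm26306*, *Mir7224*, *Mir28c*, *Mir146* and *Gm25283*. The rule of 100 fragments does not clear *Gm7240*, *Dntt*, *Trnp1* and *Gm37490*, which had at most 28 fragments per library in 1 genotype. Over the alternatives, their log2 fold changes lay between 2.89 and 8.28, 2.88 and 6.85, 1.89 and 8.02, and -4.34 and -1.95. Their size is thus open as well, whereas the direction was kept. For *Mettl26*, with at least 251 fragments in every library, the range was -4.08 to -3.76. None of the 10 genes overlaps an exon of another annotated gene (0 of 10), so that fragments shared on exons do not account for them. Another gene's body extends over 5 of the 10 without exon overlap, on the same strand for *Mir7224*, *Mir28c*, *Mettl26* and *Gm37490* and on the other strand for *Gm7240*. Fragments from introns of these surrounding genes were not tested. With the third *Znf143 −/−* library divided by its own recovered total, 1 of the 10, *Gm25283*, had an adjusted p of 0.05 or more. With voom on recovered fragments, *Mir7224* (0.0696), *Mir146* (0.0637) and *Gm25283* (0.16) had an adjusted p from limma above 0.05. Over 16 alternatives, *Gm25283* passed in 9, *Mir146* in 14 and *Mir7224* in 15.

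Of 9 tested genes of a list written for mature myeloid cells, 9 were higher in *Znf143 −/−* libraries, with a median log2 fold change above that of other genes by 1.458. Camera's p for this list, adjusted over 6 lists, was 2.49e-06. After rescaling, 8 of 9 were higher, with an adjusted p of 5.67e-05. The median log2 level relative to the *Znf143 f/f* mean, after rescaling, was 0.02, -0.52 and 0.23 in *Znf143 f/f* and 1.26, 1.97 and 1.84 in *Znf143 −/−* libraries. *Camp*, *Ctsg*, *Elane*, *Ngp*, *S100a8* and *S100a9* had an adjusted p under 0.05. Among these, *Elane* (log2 fold change 4.03) and *Ctsg* (3.99) rose most and *S100a9* (1.04) least. Erythroid marker genes moved the other way, with a difference of -0.506 in 9 genes and an adjusted p of 0.0225, which was 0.149 after rescaling. *Hbb-bt* had an adjusted p under 0.05 and was lower. For lymphoid marker genes, of which 4 could be tested, the adjusted p was 0.219. An admixture of myeloid cells, or RNA from them, may therefore contribute to the rise of the myeloid marker genes. The stage of maturity of such cells was not tested. Whether it contributes to the 5 genes that rose most was not tested. For *Mettl26*, whose *Znf143 −/−* mean was 6.3% of the *Znf143 f/f* mean, dilution by other cells would have to lower stem cell marker genes by a similar factor, and their median log2 level after rescaling was -0.18, -0.19 and -0.2 in *Znf143 −/−* libraries. A change of myeloid genes within the stem cells of *Znf143 −/−* mice cannot be told apart from such an admixture with these libraries.

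Of 12 interferon response genes, 11 were higher in *Znf143 −/−* libraries, with a difference of medians of 0.604 and an adjusted p of 2.49e-06 from limma's camera over the 6 lists (6.46e-06 after rescaling, with 10 of 12 higher). The median log2 level after rescaling was between -0.21 and 0.12 in *Znf143 f/f* and between 0.54 and 0.74 in *Znf143 −/−* libraries. *Ifi44*, *Ifit1*, *Ifit3*, *Irf7*, *Isg15*, *Oas1a* and *Usp18* had an adjusted p under 0.05, all higher. An interferon response in *Znf143 −/−* mice is a hypothesis that these values are consistent with. It cannot be told apart from RNA of other blood cells, given the myeloid marker genes.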

How the results depend on the processing

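The alternatives named in the processing summary were set before the data were examined, except the 3 described there as added. The log2 fold change of *Zfp143*, the higher expression of direct targets, and the comparison of genes on weakened loops kept their direction and their side of the threshold under the alternatives run for each, the first between -3.94 and -1.86. For the expression of direct targets, these were pseudocounts of 0.1 and 1, a mean FPKM of at least 0.1 and each *Znf143 f/f* library left out. The comparison on loops was not run without the variance trend, which does not enter it. For the 26 other named genes, 249 of 260 values kept direction and call under alternatives that keep all 6 libraries, 6 were weaker, 5 stronger and 0 reversed.

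The count of genes with an adjusted p under 0.05 was 833 and lay between 190 and 1476 across the 6 fits that each left out one library. It was 191 with rescaling and the replicate block together, 190 of them among the 833. The unadjusted count was 3692, and 2296 among genes with a mean FPKM of at least 1. Rescaling by median-of-ratios size factors gave *Cebpa* a log2 fold change of -0.71 that passed the adjusted threshold, and 1 chromatin structure factor (*Smc1a*, adjusted p = 0.0258 from limma) against 0 as deposited, where 0 of 17 also had an unadjusted p under 0.05. Across the fits without one library, the log2 fold change of *Ctcf* lay between -0.07 and 0.04, that of *Ccdc34* between -0.442 and 0.015 and that of *Myc* between -0.232 and 0.008. All 3 changed sign in 1 of these fits. The cause was not tested.

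The difference for ribosomal protein genes lay between -0.482 and -0.041 across the fits without one library, and 4 of 6 kept camera's p under 0.05. For glycolysis genes it lay between 0.064 and 0.168, with camera's p under 0.05 only without the first *Znf143 −/−* library. Estimating the inter-gene correlation from the data keeps the differences of -0.146 for direct targets, -0.265 for ribosomal protein genes and -0.454 for cholesterol biosynthesis genes, and camera's p became 0.476, 0.508 and 0.238. That estimate rests on 6 libraries. The share of the first principal component was 48.4%, 61.2% with a pseudocount of 1, and between 43.1% and 64.8% without one library, where 1 SD is 8.31.

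The paper describes the mice as 3 pairs of littermates, and the labels do not state whether the same replicate number marks a pair. The correlation of the deviations of same-numbered libraries from the genotype means across 12558 genes was -0.071 (-0.11 after rescaling), so that the values show no pairing by these numbers. Other pairings were not tested. With rescaling, the block lowered the adjusted count from 1157 to 191 genes, and the adjusted p from limma rose from 0.0464 to 0.163 for *Cebpa*, from 0.0399 to 0.169 for *Runx1* and from 0.0258 to 0.143 for *Smc1a*, so that these 3 no longer passed. As deposited, with the replicate block, 864 genes had an adjusted p under 0.05 and 3220 an unadjusted p under 0.05. The differences were the same, with camera's p of 4.82e-06 for direct targets, 0.000133 for ribosomal protein genes, 1.32e-05 for cholesterol biosynthesis genes and 0.428 for glycolysis genes.

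Depth limits the genes with few fragments. *Cebpa* rests on 113 to 214 fragments per library, and *Zfp143* on 24 to 55 in *Znf143 −/−* libraries.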

Differences from the paper's values

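The share of variance on the first principal component was 48.4%, against the paper's about 73% in Supplementary Fig. 7A, read by eye. Of the alternatives set before the data were examined, the values no longer differed by more than 1.5 times with a pseudocount of 1 (61.2%), with a mean FPKM of at least 1 (55.7%), and without the second *Znf143 f/f* library (64.8%), the first *Znf143 −/−* library (57.9%) or the second *Znf143 −/−* library (50.4%). The gap stayed with a pseudocount of 0.01, no filter, all genes that pass the filter, rescaling by median-of-ratios size factors, and without each of the other 3 libraries.

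The median log2 fold change of direct targets was -0.022, against the paper's about -0.17 in Fig. 5a, read by eye. In the authors' own deposited comparison, the median was -0.123 for direct targets and 0.015 for other genes. Of the alternatives set before the data were examined, rescaling by median-of-ratios size factors gave -0.133 and leaving out the third *Znf143 −/−* library gave -0.125. Both differ from the paper's value by less than 0.068, the SD of the medians across the 6 fits that left out one library. Those 6 medians lay between -0.125 and 0.065, and 4 of them were above 0. The other alternatives set then did not close the gap by this measure, although voom on recovered fragments gave -0.101. Dividing the third *Znf143 −/−* library by its own recovered total gave -0.106 and rescaling with the replicate block -0.133, both chosen after the values were seen and both closer to the paper's value than that SD.

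The paper states that *Runx1* and *Gata2* were downregulated. As deposited, limma's unadjusted p was 0.117 for *Runx1*, with a log2 fold change of -0.31, and 0.343 for *Gata2*, with a log2 fold change of -0.15. *Runx1* had an unadjusted p under 0.05 from limma after rescaling (0.00195), with voom on recovered fragments (0.00828) and without the third *Znf143 −/−* library (0.0289), and under the alternatives chosen after the values were seen, with its own total for the third *Znf143 −/−* library (0.0127) and with rescaling and the replicate block (0.0143). *Gata2* had one after rescaling (0.0145), with voom (0.0463) and, chosen after the values were seen, with its own total for the third *Znf143 −/−* library (0.0431). Of *Runx1* and *Gata2*, *Runx1* passed the adjusted threshold, after rescaling (0.0399). The authors' own comparison lists *Runx1* with a log2 fold change of -0.424 and an adjusted p-value of 5.8e-05, and *Gata2* with -0.259 and 0.037.

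Fig. 5b lists glycolysis among the downregulated pathways. The 19 glycolysis genes tested here, another list than the paper's, were shifted by 0.117 toward higher expression (the p of limma's camera was 0.245). The shift was positive under every alternative run. A different list and test cannot decide whether the paper's set was lower. Fig. 5b also lists a p53 regulation pathway as downregulated. The 16 p53 target genes tested here, another list than the paper's, were shifted by 0.099 toward higher expression (the p of limma's camera was 0.0124, and 0.0131 after rescaling).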

Other observations

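Tests of the third *Znf143 −/−* library, of values that are not whole fragments and of the sex of the libraries were chosen or changed only after the results were seen. The fit with rescaling and the replicate block together and the division of the third *Znf143 −/−* library by its own total were also added then. The other tests of this part were set before the data were examined.

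The third *Znf143 −/−* library was higher than the other two *Znf143 −/−* libraries by a median log2 difference of 0.316. Its fragments on genes over its FPKM divisor gave 1.1967, against values within 0.21% of 1 in the other libraries, and its divisor was that of the second *Znf143 −/−* library. A division by the total of another library is therefore a candidate explanation. Divided by its own recovered total, a median log2 difference of 0.062 remained, so that this factor accounts for most but not all of the difference. The deposited log2 fold changes and p-values of the authors do not depend on FPKM. The recovered fragments match the authors' mean counts within 0.1% for 99.967% of the genes checked, which leave out those with a low mean count. In the ribosomal protein genes with values that are not whole fragments, recovered over deposited mean counts lay between 0.928 and 1.04.

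Values of 6 ribosomal protein genes are not whole fragments in 19 of 36 values, by a median of 0.328 of a fragment. These are *Rpl5* (2 libraries), *Rpl17* (4), *Rps3* (2), *Rps27a* (3), *Rpl13* (4) and *Rps23* (4). Rounding was tested on 162 other genes of at least the same abundance, which were within 0.0003 of whole fragments. Fractional counting of fragments shared between gene copies would be seen in other ribosomal protein genes, and 76 of 76 others were whole in all libraries. Another gene length would move all libraries of a gene, and 6 of the 6 genes have libraries with whole fragments. In 5 of the 6 genes, the deposited p-value does not follow from the deposited test statistic, unlike in all other genes with a p-value. For *Rpl17*, the statistic of -1.119 gives a p-value of 0.263 and the deposited p-value is 0.0359. For *Rps23*, the statistic of -0.405 gives 0.685 and the deposited p-value is 0.154. The log2 ratio from the FPKM, after rescaling, was lower than the deposited log2 fold change by 0.119 to 0.405 in the 6 genes, against differences of -0.142 to 0.183 in the other ribosomal protein genes, a range that includes *Rps3*. In 891 other genes with a mean of at least 10000 fragments, the size of this difference had a 99th percentile of 0.135 and reached 0.411. Such a difference is thus uncommon but also seen in genes with whole fragments. The 5 genes are those ribosomal protein genes that Supplementary Fig. 7C shows. Of the origins tested, rounding, fractional counting and another gene length were set aside by these values, and others were not tested.

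Other splits of the 6 libraries into 3 and 3 were compared with the split by genotype. Of 10 splits, 4 part all same-numbered libraries, and the others part 1 pair, so that a share under 0.05 could not be reached. The genotype split gave the largest result, 1 of the 4 and 1 of all 10 splits, for the count of genes with an adjusted p under 0.05 (0 to 10 genes in the other splits), the count with an unadjusted p under 0.05 (70 to 1893 in the other splits), the direct targets and the cholesterol biosynthesis genes. For glycolysis genes, it was 1 of the 4 and 2 of all 10.

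For ribosomal protein genes, 3 of the 4 splits and 5 of all 10 splits gave a difference as large as the genotype split, up to 0.5542 in size. The technical explanations tested were length, expression, the 6 genes with values that are not whole fragments, single libraries and scaling. Of 10000 random sets matched on length or on mean expression, 0.0% were as low. Without the 6 genes, camera's p was 7.6e-05. With the third *Znf143 −/−* library divided by its own total, the difference was -0.27. With the second *Znf143 f/f* library left out, camera's p was 0.623. The lower level of ribosomal protein genes in *Znf143 −/−* libraries may thus reflect differences between single libraries, and cannot be told apart from them. The second *Znf143 f/f* library was also the highest in erythroid marker genes, with a median log2 level of 0.72 relative to the *Znf143 f/f* mean. Whether both come from the same cells was not tested.

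For direct targets, 0.0% of 10000 random sets matched on mean expression or on length were as low. Without the targets that fell at an adjusted p under 0.05, the other 1265 targets kept a difference of -0.109 (the p of limma's camera was 0.0123). Expression level, length and the targets that fell at an adjusted p under 0.05 thus do not account for all of the shift within this list. After rescaling, the median log2 level of targets, relative to the *Znf143 f/f* mean and to other genes, was 0.005, -0.017 and 0.002 in *Znf143 f/f* libraries. In *Znf143 −/−* libraries, it was -0.173, -0.14 and -0.141. These values argue against a shift of the targets that rests on a single library. The grouping of libraries as a whole remains open, since the design cannot exclude it. Direct targets made up a larger share of fallen than of risen genes (two-sided permutation test of the direction over called genes, p = 1e-05, the smallest that 100000 permutations can give). The paper states that gene expression entered the choice of the list, without naming how, whereas the legend of Fig. 5a describes the list by ZNF143 enrichment on promoters. If the change after deletion entered it, neither the shift with its matched sets nor the test of the direction could tell a response of targets from the choice of the list.

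Genes that lie head to head with a fallen gene, with starts within 1000 bases, were compared with head-to-head partners of other genes. The 44 partners that had not themselves passed as fallen had a median log2 fold change of -0.156, against 0.148 in 3599 other partners (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give). In pairs whose gene bodies do not overlap, the medians were -0.206 in 30 and 0.157 in 2097 partners (p = 1e-05, permutation test). A promoter shared by both genes is a candidate explanation, as a hypothesis. Fragments shared by overlapping gene bodies do not explain the pairs that lie apart.

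Genes on loops that weakened at least 1.5-fold (333 genes) had a median log2 fold change of 0.093, against 0.111 in 557 genes of unchanged loops. The difference of -0.018 was not past the threshold (two-sided permutation test, p = 0.445), and 2 of the 4 and 5 of all 10 splits gave one as large. With a threshold of 2-fold, the difference was -0.014 (p = 0.641, permutation test). Only the first rows of Supplementary Data 4 were read, so that genes on loops in the rest of the genome were not compared.

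Of 17 tested chromatin structure factors other than ZNF143, 0 changed as deposited at an adjusted p under 0.05, over all genes or over the list alone, and 0 had an unadjusted p under 0.05 with limma. A count of 0 is reached by every split (4 of the 4 that part all same-numbered libraries), so that the splits cannot test it. After rescaling by median-of-ratios size factors, 6 had an unadjusted p under 0.05, and *Smc1a* passed over all genes with a log2 fold change of -0.42, whereas 2 passed over the list alone. With rescaling and the replicate block together, 5 had an unadjusted p under 0.05 and 0 passed over all genes or over the list alone (*Smc1a*, adjusted p = 0.143 from limma). With the rescaled values, the genotype split gave 1 factor and the other splits 0. With voom on recovered fragments, 4 had an unadjusted p under 0.05, and with its own total for the third *Znf143 −/−* library 5, and 0 passed the adjusted threshold in either. The authors' own comparison lists 5 of the 17 with an adjusted p-value under 0.05, all with lower expression, *Smc1a*, *Ldb1*, *Nipbl*, *Rad21* and *Esco1*. These 5 genes were chosen after their values were seen. A lower expression of these factors can thus not be excluded.

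Marker lists were tested for a response in *Znf143 −/−* libraries. For 16 p53 target genes, 15 were higher (12 after rescaling) and camera's p adjusted over the 6 lists was 0.0225, with a difference of 0.099. *Cdkn1a*, *Perp* and *Pmaip1* had an adjusted p under 0.05 and were higher. For 12 stem cell marker genes, 8 were lower (9 after rescaling) and the adjusted p was 0.219 (0.0544 after rescaling). *Ly6a* was the 1 stem cell marker gene with an adjusted p under 0.05 as deposited, and it was higher, with a log2 fold change of 1.24 (1.13 after rescaling). After rescaling, *Mecom*, chosen after its values were seen, passed as well and was lower, with a log2 fold change of -0.55. A p53 response is a hypothesis, and a mixture of cell types was not excluded as its source.

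No library had *Xist* above 1 FPKM or all 4 Y-linked genes under 1 FPKM (0 of 6). *Xist* was at most 0.0563 FPKM, and *Ddx3y* at least 8.92 FPKM. *Kdm5d* alone was under 1 FPKM in the 3 *Znf143 f/f* libraries, between 0.607 and 0.933. The libraries thus show no female cells at this depth.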
